# Probiotics VSL#3 Protect against Development of Visceral Pain in Murine Model of Irritable Bowel Syndrome

**DOI:** 10.1371/journal.pone.0063893

**Published:** 2013-05-15

**Authors:** Eleonora Distrutti, Sabrina Cipriani, Andrea Mencarelli, Barbara Renga, Stefano Fiorucci

## Abstract

**Background and Aims:**

Irritable bowel syndrome (IBS) is linked to post-inflammatory and stress-correlated factors that cause changes in the perception of visceral events. Probiotic bacteria may be effective in treating IBS symptoms. Here, we have investigated whether early life administration of VSL#3, a mixture of 8 probiotic bacteria strains, protects against development of visceral hypersensitivity driven by neonatal maternal separation (NMS), a rat model of IBS.

**Methods:**

Male NMS pups were treated orally with placebo or VSL#3 from days 3 to 60, while normal, not separated rats were used as controls. After 60 days from birth, perception of painful sensation induced by colorectal distension (CRD) was measured by assessing the abdominal withdrawal reflex (score 0–4). The colonic gene expression was assessed by using the Agilent Whole Rat Genome Oligo Microarrays platform and confirmed by real time PCR.

**Results:**

NMS rats exhibited both hyperalgesia and allodynia when compared to control rats. VSL#3 had a potent analgesic effect on CRD-induced pain without changing the colorectal compliance. The microarray analysis demonstrated that NMS induces a robust change in the expression of subsets of genes (CCL2, NOS3, THP1, NTRK1, CCR2, BDRKRB1, IL-10, TNFRSF1B, TRPV4, CNR1 and OPRL1) involved in pain transmission and inflammation. TPH1, tryptophan hydroxylase 1, a validated target gene in IBS treatment, was markedly upregulated by NMS and this effect was reversed by VSL#3 intervention.

**Conclusions:**

Early life administration of VSL#3 reduces visceral pain perception in a model of IBS and resets colonic expression of subsets of genes mediating pain and inflammation.

**Transcript profiling:**

Accession number of repository for expression microarray data is GSE38942 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38942).

## Introduction

Irritable bowel syndrome (IBS) is a disorder characterized by chronic abdominal pain and discomfort associated with alterations in bowel habits in the absence of a demonstrable pathology [1]. Alterations in bowel habits are likely related to dysregulation of autonomic system in the gut, whereas symptoms of abdominal pain and discomfort are thought to involve additional changes in the perception of visceral events, in the form of hyperalgesia or allodynia [2]–[3]. Evidence is growing to support the notion that IBS might be a post-inflammatory and stress-correlated condition [4]–[5] and chronic gut inflammatory processes are thought to play a role in its pathogenesis.

The neonatal maternal separation model (NMS) is an early life stress experience that resets the expression of neurotransmitters, receptors and neurotransporters in the central nervous system (CNS) and predisposes adult rats to develop hyperalgesia to nociceptive visceral stimuli [6]–[9]. The altered physiological responses and visceral hyperalgesia of NMS rats are consistent with changes observed in IBS patients [6] making the NMS model a useful tool to investigate the pathophysiological mechanism of visceral hypersensitivity in functional gastroenterological disorders [10].

The intestinal microbiota plays essential roles in nutrient absorption and metabolism, immune stimulation, satiety and pain. An altered composition of intestinal microbiota has been reported in IBS patients [11]–[12] while its modification by probiotic diet reduces visceral hypersensitivity in experimental models of abdominal pain by modulating neural functions [13]–[16]. The probiotic VSL#3 is a mixture of 8 Gram-positive bacteria strains [17]. VSL#3 improves the outcome of patients with chronic intestinal inflammation [18]–[22], ameliorates abdominal bloating [23], reduces flatulence scores and delays colonic transit without altering bowel function in IBS patients [24] and children [25]. Nevertheless, the mechanism that underlies the beneficial effects of VSL#3 in these settings is still poorly defined.

In the present study we have made an attempt to identify mechanisms involved in beneficial effects exerted by VSL#3 intervention in a model of visceral hypersensitivity induced in rats by NMS by using a global gene expression analysis. Our results indicates that NMS causes both allodynia and hyperalgesia and influences the expression of a wide array of genes, including genes known to mediates inflammation and pain. Our results also demonstrate that VSL#3 intervention was effective in both reverting NMS-induced visceral hypersensitivity and resetting the complex network of genes involved in inflammation and pain.

## Materials and Methods

### Animals

Male, Wistar rats (200–250 g, Charles River, Monza, Italy) were housed in plastic cages and maintained under controlled conditions with 12-hour light/dark cycles (lights on at 07.00). Tap water and standard laboratory chow were freely available. Food was withheld for 12 hours before CRD recordings. All the animals were individually trained by spending 2–3 hours per day in a Plexiglas cage for 2–3 days. This allowed them to adjust to a movement-restriction environment similar to that adopted during the distending procedure. All experimental procedures described below were approved by the institutional animal research committees of University of Perugia (Permit Number: 98/2010-B) and were in accordance with nationally approved guidelines for the treatment of laboratory animals. All experiments were performed in conscious rats and conducted in a blind manner in that the observers were not aware of the identity of drugs administered to each animal.

### The Neonatal Maternal Separation Model

A neonatal maternal separation (NMS)-induced visceral hyperalgesia rat model has been previously established [6]. Because its characteristics mimic the symptoms of IBS patients, it is often used to study the mechanism of visceral hyperalgesia and to evaluate the pharmacological effects of potential IBS therapies [10], [26]. Briefly, pups in the NMS group were separated from their mothers and placed into individual cages in another room 180 min daily from postnatal day 2 to day 14, whereas normally-handled (NH) pups remained undisturbed in their home cage with the dam. All pups were weaned on postnatal day 22, and only male pups were used in the present study to avoid hormonal cycle induced variations. Male rats on postnatal day 60 were used in a series of CRD experiments.

### Experimental Design - Effects of VSL#3 on Colonic Nociception and Compliance

Rats were divided in 7 groups of 5 animals each. All rats, except those of Group 1 (healthy, intact) and Group 3 (NMS, intact), were treated daily by gavage with placebo or VSL#3 at the dose of 17 billions in 100 µL saline according to the experimental design (Table 1) [27]. Placebo was administered only to animals of Group 2 that corresponds to healthy animals in which CRD was performed and Group 4 that corresponds to NMS rats in which CRD was performed. Group 5, Group 6 and Group 7 included NMS rats treated with VSL#3 from day 3 to day 60, from 3 to day 15 and from day 45 to day 60 respectively (Table 1). Microarray studies were conducted only in Group 2 (healthy, CRD, named Group C), Group 4 (NMS, CRD, named Group M) and Group 5 (NMS, VSL#3 administered from day 3 to day 60, CRD, named Group D). At the end of the studies, animals were sacrified and colon, blood and spinal cord collected for further determinations.

**Table 1:** Experimental design.

Name of the group	Abbreviation	Treatment
Normal group	Group 1	Healthy, intact
Control group	Group 2, named Group C*	Healthy, placebo, CRD
NMS group	Group 3	NMS, intact
Neonatal-Maternal separation, NMS group	Group 4, named Group M*	NMS, placebo, CRD
Probiotic Diet, NMS+VSL#3 (day 3–60) group	Group 5, named Group D*	NMS, VSL#3 from day 3 to day 60, CRD
NMS+VSL#3 (day 3–15) group	Group 6	NMS, VSL#3 from day 3 to day 15, CRD
NMS+VSL#3 (day 45–60) group	Group 7	NMS, VSL#3 from day 45 to day 60, CRD

* Groups in which microarray analysis was performed.

### CRD and Behavioral Testing

The distending protocol was performed as previously described [28]–[32]. The night before CRD experiments, the balloons (7–8 mm diameter) were inflated and left overnight so that the latex stretched and the balloons became compliant. On the testing day, each rat was sedated with ether inhalation and the latex balloon (1.5 cm long) and the probe catheter (0.5 cm) was inserted intrarectally and fixed at the base of the tail. The balloon was connected via a double barreled cannula to a pressure transducer to continuously monitoring the colorectal pressure by a computer (PowerLab PC, A.D. Instruments, Milford, MA, USA) and to a syringe for inflation/deflation of the balloon. The rats were then housed in a small Plexiglas cage (20×8×8 cm) on an elevated platform and allowed to regain consciousness and adapted for 1 hour. After recovery from sedation, the rats underwent the CRD procedure and behavioral response was tested in all groups except groups 1 and 3 in which no CRD was performed. Infusion of water was performed by hands. CRD of 20 seconds performed every 5 minutes was applied in increment of 0.4 ml starting from 0.4 ml and increasing to 1.6 ml water. To achieve an accurate measurement of the colonic parameters and perception, each distension was repeated twice and data were averaged for analysis. Behavioral responses and colonic parameters collected during the first and the second sets of CRD were assessed and compared among all groups [28]–[32]. The behavioral response to CRD was assessed by measuring the abdominal withdrawal reflex (AWR) using a semiquantitative scoring system [33]–[34]. The AWR is an involuntary motor reflex similar to the visceromotor reflex, but it has the great advantage that the latter requires abdominal surgery to implant recording electrodes and wires in the abdominal muscle wall, which may cause additional sensitization [34]. Measurement of the AWR consists of visual observation of the rat’s response to graded CRD by a blinded observer and assignment of an AWR score according with the behavioral scale previously described [33], in which grade 0 corresponds to no behavioral response to CRD, grade 1 corresponds to brief head movement at the onset of the stimulus followed by immobility, grade 2 corresponds to a mild contraction of abdominal muscles although the rat does not lift the abdomen off the platform, grade 3 corresponds to a strong contraction of the abdominal muscles with the lifting of the abdomen off the platform, and grade 4 corresponds to a severe contraction of the abdominal muscles manifested by body arching and the lifting of the abdomen and of the pelvic structures and scrotum. The rats that did not show any behavioral response (i.e. score 0) were excluded. To determine the effect of placebo or VSL#3 on colonic smooth muscle, the compliance of the colon during CRD was obtained from colorectal volume and pressure and expressed as ml/mmHg [28]–[32].

### Microarray Analysis

Microarray analysis was performed on colonic samples from Group C, Group M and Group D. The same segment was taken in each animal starting approximaly 2 cm from the anus. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE38942 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38942) [35]–[36].

All microarray analysis were performed by Miltenyi Biotec, GmbH Bioinformatics, German.

#### RNA extraction

The RNA was isolated from rat tissue samples by using standard RNA extraction protocols (Trizol), the RNA quality-checked via the Agilent 2100 Bioanalyzer platform (Agilent Technologies) from the following treatment groups:

Group C = healthy rats+CRD

Group M = NMS rats+CRD

Group D = NMS rats+probiotic Diet from day 3 to day 60+ CRD

For each condition, four biological replicates exist.

#### Linear T7-based amplification of RNA

For the linear T7-based amplification step, 100 ng of each total RNA sample was used. To produce Cy3-labeled cRNA, the RNA samples were amplified and labeled using the Agilent Low Input Quick Amp Labeling Kit (Agilent Technologies) following the manufacturer’s protocol. Yields of cRNA and the dye-incorporation rate were measured with the ND-1000 Spectrophotometer (NanoDrop Technologies).

#### Hybridization of agilent whole genome oligo microarrays

The hybridization procedure was performed according to the Agilent 60-mer oligo microarray processing protocol using the Agilent Gene Expression Hybridization Kit (Agilent Technologies). Briefly, 0.6 µg Cy3-labeled fragmented cRNA in hybridization buffer was hybridized overnight (17 hours, 65°C) to Agilent Whole Rat Genome Oligo Microarrays 8×60 K using Agilent’s recommended hybridization chamber and oven.

#### Scanning results

Fluorescence signals of the hybridized Agilent Microarrays were detected using Agilent’s Microarray Scanner System (Agilent Technologies).

#### Image and data analysis

The Agilent Feature Extraction Software (FES) was used to read out and process the microarray image files. The software determines feature intensities (including background subtraction), rejects outliers and calculates statistical confidences. For determination of differential gene expression FES derived output data files were further analyzed using the Rosetta Resolver gene expression data analysis system (Rosetta Biosoftware). All samples were labelled with Cy3, here, the ratio experiments are designated as control versus (vs) sample experiments (automated data output of the Resolver system).

The ratios are always calculated by dividing sample signal intensity through control signal intensity.

The bioinformatics data analysis of eleven microarray datasets obtained from one-color hybridization of rat RNAs on Agilent Whole Rat Genome Oligo Microarrays 8×60 K was performed.

As the aim of the study was to identify differentially expressed genes in the comparisons between all conditions, the differentially expressed genes were further filtered for functional associations related to neurotransmitters/mediators of pain, as well as for associations with cytokines/immunity and inflammatory responses.

The data was processed as follows:

1 Preprocessing of the data, including normalization and correlation analysis
2 Differential gene expression analysis (DGA) for the following groups:
  - Group M versus Group C
  - Group D versus Group M
  - Group D versus Group C

The analyses aim at distinguishing expression changes between all groups of samples so that six discriminatory gene sets (for each group up- and downregulated genes) were analyzed. A combination of statistical methods and the magnitude of expression difference (fold change) were applied in order to identify genes with differential expression between two sample groups. For the detection of discriminatory expression, genes had been selected that show a statistically significant deviation in the test compared to the reference group (ANOVA p-value ≤0.05, tukey p≤0.05). At the same time, it was required that the average expression value was at least 2-fold higher or lower than the reference average. For allowing a visually appealing display as a red/green heatmap, the expression values were converted to “virtual ratios” by referencing each individual intensity signal to median of all intensities. The base-2 logarithms of these virtual ratios were used for heatmap display. In each heat map the lanes from C1 to C4 corresponded to 4 rats of Group C, the lanes from M5 to M8 corresponded to 4 rats of Group M, and the lanes from D9 to D11 corresponded to 3 rats of Group D. A comparison of the discriminatory gene sets among different groups was showed by using the Venn diagrams.

3 Functional grouping analysis, including custom bioinformatics to identify associations of differentially expressed genes obtained in any of the DGAs with:
  - neurotransmitters and/or mediators of pain
  - cytokines, immunity, and inflammatory responses.

The functional grouping and annotation analysis provides an overview of the different biological processes and pathways, which are modulated in the discriminatory analyses. Here, the reporters were annotated with information from various databases in order to find common features among the genes sharing similar expression characteristics. The annotations used were derived from Gene Ontology (GO), which provides information on molecular function, as well as various pathway resources for information on involvement in biological signalling pathways. In addition, the gene lists obtained were also compared to known targets of certain signaling pathways. The significantly modified genes were grouped into 10 principal pathways, namely Cellular behavior, Cellular process, Metabolism, Organismal, Signaling, Signaling/mechanism, Stress, Structural, Pain, Inflammation. GO classification separated the genes involved in different biological processes, molecular functions and cellular components taking into account that the same gene could be present in more than one pathway. The annotation analysis was then completed by representative bar charts that give an overview of the biological categories found most frequently among the genes of the input reporter set. As the number of genes in the categories varies considerably, the size of the bars does not indicate a particular biological importance or over-representation.

4 Interaction network: core inflammatory pathway

The observations made in previous analyses were confirmed in the interaction graphs of key regulatory molecules of the core inflammatory pathways generated with Cytoscape (www.cytoscape.org).

### PCR Analysis

Quantification of the expression of selected genes was performed by quantitative real-time PCR (qRT-PCR). 1 µl of the remaining RNA from colon samples that were used for gene array was incubated with DNase I and reverse-transcribed with Superscript II (Invitrogen) according to manufacturer specifications. For real-time PCR, 1 µl of template was used in a 25-µl reaction containing a 0.2 µM concentration of each primer and 12.5 µl of 2× SYBR Green PCR Master Mix (Bio-Rad Laboratories, Hercules, CA). All reactions were performed in duplicate using the following cycling conditions: 2 min at 95°C, followed by 50 cycles of 95°C for 10 s and 60°C for 30 s using an iCycler iQ instrument (Bio-Rad Laboratories). The mean value of the duplicates for each sample was calculated and expressed as cycle threshold (C_T_). The amount of gene expression was then calculated as the difference (ΔC_T_) between the C_T_ value of the sample for the target gene and the mean C_T_ value of that sample for the endogenous control (GAPDH). Relative expression was calculated as the difference (ΔΔC_T_) between the ΔC_T_ values of the test and control samples for each target gene. The relative level of expression was measured as 2^−ΔΔCT^. All PCR primers were designed using the software PRIMER3-OUTPUT using published sequence data obtained from the NCBI database (Table 2).

**Table 2:** Sense and antisense probes for genes related to “Pain” annotation.

Oligo Name	Sense	Antisense
rCCL2	atgcagttaatgccccactc	ttccttattggggtcagcac
rNOS3	caatcttcgttcagccatca	gggtccagccatgttgaata
rNTRK1	gtctggtgggtcagggacta	cacacatcactctcggtgct
rTPH1	gacatctttcccctgctgaa	tctttgaagccaggatggtc
rCCR2	ctgcccctacttgtcatggt	ggcctggtctaagtgcatgt
rBDKRB1	ccccgtgactgctatcatct	agaccaggaaggaggctacc
rIL10	ggagtgaagaccagcaaagg	ggcaacccaagtaaccctta
rTNFRSF1B	ggctcagatgtgctgtgcta	atgcagatggttccagacct
rTRPV4	cgatatgaggcgacaggact	gggagcacttgagaagcaac
rCNR1	agagcatcatcatccacacg	tcaacaccaccaggatcaga
rOPLR1	aagagatcgagtgcctggtg	agcacagggatgatgaagga

### Statistical Analysis

Behavioral data are presented as mean ± SE, with sample sizes of at least 5 rats per group. Statistical comparisons were performed by the Mann-Whitney test for unpaired data and by the Wilcoxon signed rank test for paired data when two group of data were analyzed, and by the ANOVA for non parametric data, Kruskal-Wallis followed by Dunns comparison of selected pairs of column, when more than two groups of data were analyzed. An associated probability (p value) of less that 5% was considered significant.

For microarray analysis a combination of statistical methods (ANOVA p-value ≤0.05, tukey p≤0.05) and the magnitude of expression difference (2-fold change higher or lower than the reference average) was applied. For allowing a visually appealing display as a red/green heatmap, the expression values were converted to “virtual ratios” by referencing each individual intensity signal to median of all intensities. The base-2 logarithms of these virtual ratios were used for heatmap display in which lanes from 1 to 4 correspond to control rats, lanes from 5 to 8 correspond to NMS animals and lanes from 9 to 11 correspond to NMS rats treated with probiotic diet (VSL#3 3–60 day). A comparison of the discriminatory gene sets among different groups was performed by using the Venn diagrams.

## Results

### VSL#3 Reverses Both Allodynia and Hyperalgesia in NMS Rats

In all experimental settings, animals were awake and no changes in the consciousness state were produced by CRD and VSL#3 intervention. For each CRD, two sequential distension-effect curves were constructed and the two obtained scores were averaged. In control animals (Group C), CRD (0.4–1.6 ml water) elicited a volume-dependent increase of the AWR scores which was rapid in onset, persisted for the duration of the distension period (Figure 1A) and returned to the baseline immediately after the distension was stopped. In the NMS animals (Group M), CRD induced both allodynia and hyperalgesia (Figure 1A). In NMS animals, VSL#3 administered from day 3 to day 60 (Group D) or from day 45 to day 60 (Group 7) caused the complete restoration of normal sensitivity (Figure 1B and D respectively), while probiotic intervention from day 3 to day 15 (Group 6) was only partially effective in reducing the visceral hypersensitivity (Figure 1C), as hyperalgesia persisted. *p<0.05 versus Group C; #p<0.05 versus Group M. Neither maternal deprivation and VSL#3 intervention had any effect on colorectal compliance (Figure S1).

**Figure 1:**
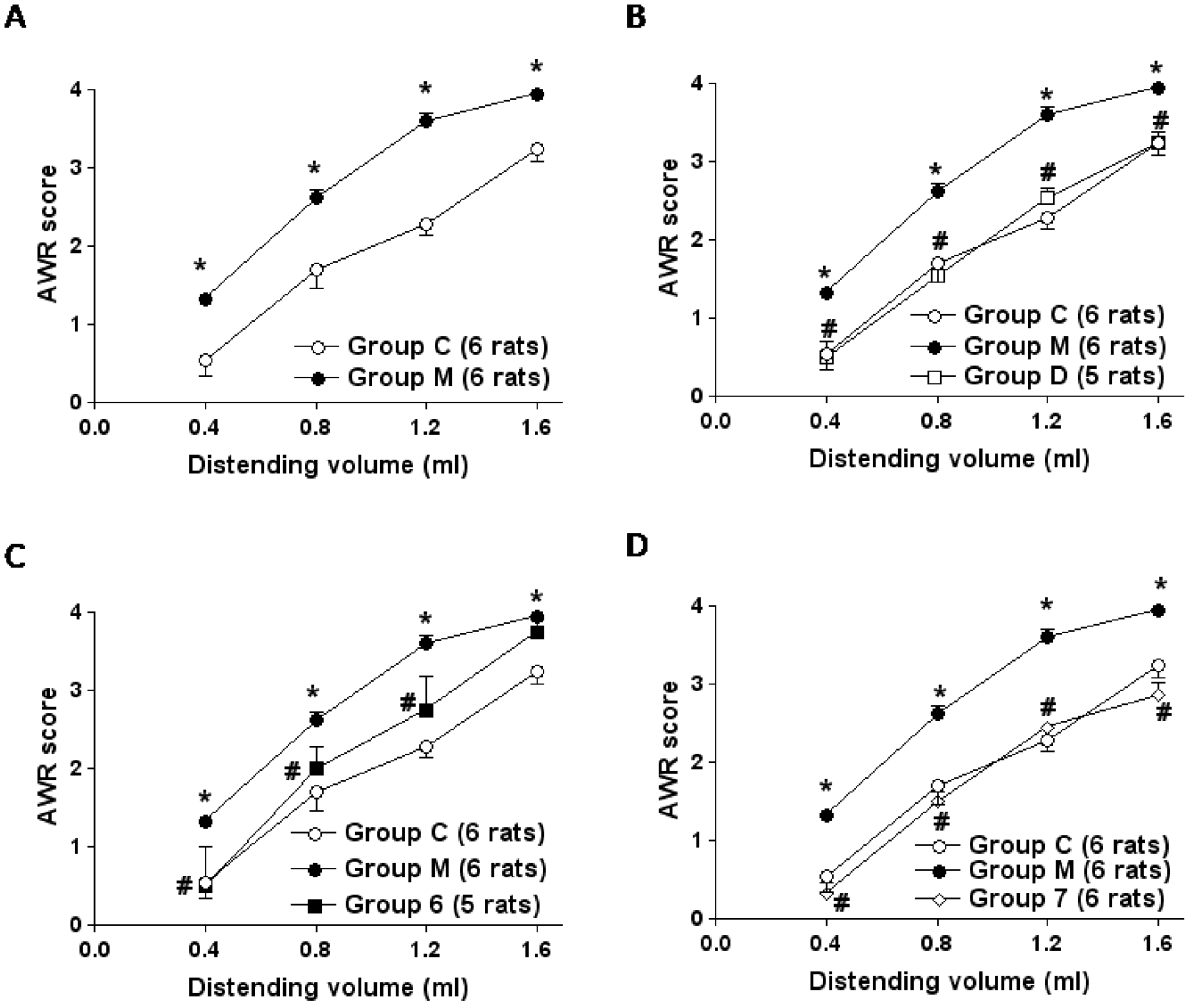
VSL#3 reverses hypersensitivity induced by NMS. (A) Group C and Group M are the same in all comparison experiments. In healthy animals (Group C, 6 rats) CRD (0.4–1.6 ml water) elicited a volume-dependent increase of the AWR scores while caused allodynia and hyperalgesia in NMS animals (Group M, 6 rats). (B, D) VSL#3 administered from day 3 to day 60 (Group D, 5 rats) and from day 45 to day 60 (Group 7, 6 rats) restored normal sensitivity. (C) Probiotic intervention from day 3 to day 15 (Group 6, 5 rats) was only partially effective in visceral sensitivity as hyperalgesia persisted. Statistical comparisons were performed by the Mann-Whitney test for unpaired data and by the Wilcoxon signed rank test for paired data when two group of data were analyzed, and by the ANOVA for non parametric data, Kruskal-Wallis followed by Dunns comparison of selected pairs of column, when more than two groups of data were analyzed. *p<0.05 vs Group C; ^#^p<0.05 vs Group M.

### Effect of NMS and VSL#3 Treatment on Gene Expression

#### Global microarray analysis

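Colonic tissue was taken from 4 rats of Group C (rats C1 to C4), which were not separated from their mothers and received placebo, from 4 rats of Group M (M5 to M8), which underwent NMS from day 2 to day 14 and received placebo, and from 4 rats of Group D (D9 to D12), which underwent NMS and received VSL#3 from day 3 to day 60. VSL#3 is a mixture of probiotic bacteria, whose dose differs between the paper's methods and the labels of the samples. All 12 rats underwent CRD, and the RNA of each rat was labelled with Cy3 and hybridized to an array of its own. The paper analysed 11 of the 12 arrays, with D9 to D11 in its heat maps, and its text gives no reason why rat D12 is not among them. Values of these 11 arrays are given first, and values of all 12 arrays where they are given too are named as such. Each array holds 62976 spots, of which 4259 are controls and the others measure 30367 probes. Of these probes, 13137 have 1 spot, 15840 have 2 and 1390 have 10. The scanner software subtracted the background and corrected trends across the array, and its signals were not normalized between arrays. On all 12 arrays, the 75th percentile of the signal ranged from 1434 to 1825 in Group C (median 1800.3) and from 1624 to 1919 in Group M (median 1743). In Group D it ranged from 1594 to 1953 (median 1684), where D12 had 1953 and D9 to D11 had 1594 to 1743. Between 75.5% and 77.5% of the spots of an array lay well above background, and 0 spots were saturated. The number of arrays, 3 or 4 per group, limits the precision. The litters of the rats are not known here, and each rat was taken as an independent unit. A difference between litters could thus not be separated from one between the groups. Signals were put on the log2 scale relative to the 75th percentile of their array, controls and the 277 to 521 spots per array that the software marked as outliers were left out, and the spots of a probe were averaged. The 3 groups were compared by limma with Benjamini-Hochberg adjustment over all probes, at an adjusted p of at most 0.05 and a change of at least 2-fold. Probes past the criterion of the paper's methods, an analysis of variance and a Tukey test at an unadjusted p of at most 0.05 with a 2-fold change, are given beside it. The paper names the Rosetta Resolver system for its differential expression and does not say which counts came from it. The computation of this system was not repeated here. Figure 2 prints p at most 0.01 beside the paper's global counts, so for these counts an unadjusted p of at most 0.01 by limma was used. Groups C and M were hybridized on 1 slide, each on its own array row, and all arrays of Group D on another slide in a second scan. No fit with the slide as a term can be had, and slide and group cannot be told apart where Group D is compared with Group C. Positions of probes are those of the rn4 build that the files give.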

Global microarray analysis, performed on colonic tissue from groups C, M and D, detected several differentially expressed genes (data are available at the website http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38942). On a total of 30,367 genes, expression of 8,678 (28.57%) genes was modified in NMS in comparison with healthy rats, 4,039 of which were upregulated and 4,639 downregulated (Figure 2A). 

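On the 11 arrays, 2431 of 30367 probes (8.01%) differed between Group M and Group C at an unadjusted p of at most 0.01 by limma, 1097 of them upregulated and 1334 downregulated in Group M. In simulated values with the spread of these arrays and no difference, drawn for each probe apart, 305 of 30348 probes reached this threshold. Real probes vary together, so that this value does not give how far the count can move by chance. With all 12 arrays in the fit the count of 2431 became 1515. Weights for the quality of each array raised this count to 7669 probes. Without rat M6 it was 5355, and it was 1239, 1373 and 1509 without C1, C3 and C4 and 1368 and 1228 without M7 and M8. At an adjusted p of at most 0.05, 63 probes differed, 51 of them by at least 2-fold, with 28 upregulated and 23 downregulated. Without rat M6, 1778 probes passed both thresholds. Without each other rat of Groups C and M in turn, 4, 65, 7 and 12 probes passed without C1 to C4, and 16, 10 and 10 without M5, M7 and M8. Without D9, D10 and D11, which enter the estimate of the spread alone, the counts were 28, 23 and 14. On all 12 arrays 10 probes passed. Among the 14 upregulated probes of named genes that lay well above background on every array and were higher in every rat of Group M than in every rat of Group C, a separation that chance gives for 2.86% of probes, Thbs1 had the largest change. Its log2 signal was -5.56 ± 0.72 (SD, n = 4) in Group C and -2.82 ± 0.60 (SD, n = 4) in Group M, a log2 difference of 2.74 (standard error 0.37, adjusted p = 0.0363). The files give no position for this probe. Arc, measured on chromosome 7 from 112772025 to 112772084, rose by 2.73 (standard error 0.39, adjusted p = 0.0409), and Ccng1, Fgf7 and Pim1 rose by 2.45, 1.90 and 1.86, with adjusted p values between 0.0269 and 0.0470. Among the 10 downregulated probes, Olr35 on chromosome 1 from 157076061 to 157076120 fell by 2.13 (standard error 0.31, adjusted p = 0.0422) and Aldh1a1 by a log2 difference of -1.72. Dio1, Rspo1 and Dbt had log2 differences of -1.68, -1.23 and -1.03. In these 10 genes, all 4 rats of Group M lay on the same side of all 4 rats of Group C.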

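Between Group D and Group M, 2375 probes (7.82%) differed at an unadjusted p of at most 0.01 by limma on the 11 arrays, of which 1308 were higher and 1067 lower in Group D. This count was 1117 with rat D12 included and 6575 with array weights. It was 5151 without M6, 1571, 1515 and 1344 without M5, M7 and M8, and 1457, 1403 and 1349 without D9, D10 and D11. The adjusted p was at most 0.05 for 49 probes, and 38 of them also changed by at least 2-fold, 21 upwards and 17 downwards. This count of 38 became 4 with all 12 arrays, 1978 without M6, and 4, 7 and 7 without M5, M7 and M8. Without D9, D10 and D11, it was 8, 1 and 10, and without C1 to C4 it was 6, 58, 4 and 10. Of the probes of named genes at this adjusted p, 11 lower and 7 higher ones were well above background on every array and separated all rats. Among the 11, Thbs1 had the largest fall, with -6.07 ± 0.18 (SD, n = 3) in Group D, a log2 difference of -3.24 (standard error 0.40, adjusted p = 0.0346). Arc, Rab7b, Arsi and Rcan1 had log2 differences of -2.85, -2.51, -2.12 and -1.72, with adjusted p values of 0.0465 to 0.0476. Among the 7, the largest rise was that of Olr35, by 2.49 (standard error 0.34, adjusted p = 0.0476). Ereg on chromosome 14 from 18521343 to 18522341 rose by 2.12, Ccl5 on chromosome 10 from 71605854 to 71605913 by 1.50, Cyp17a1 by 1.44 and Slc9a5 by 1.41. All 3 rats of Group D lay on the same side of all 4 rats of Group M in these 10 genes, which chance gives for 5.71% of probes. Rat D12 had log2 signals of -2.41 for Thbs1, -0.59 for Arc and -4.39 for Olr35.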

Treating NMS rats with VSL#3 caused changes in the expression of 9,270 genes (30.5% of total): 4,903 genes were upregulated and 4,367 downregulated (Figure 2B). VSL#3 almost completely restored the initial pattern of gene expression in NMS rats. Thus, only 1,857 genes were modified in group D when compared with control rats, corresponding to 6.11% of total genes, with slight differentiation between up- and downregulation (51.22% and 48.78% respectively) (Figure 2C).

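Group D and Group C differed at 426 probes (1.40%) at an unadjusted p of at most 0.01 by limma. Of them, 50.2% were higher in Group D. In simulated values with no difference, drawn for each probe apart, 300 probes reach this threshold. Without rat D9 the count of 426 became 283, and with all 12 arrays it was 502. By limma 2 probes passed an adjusted p of 0.05 with a 2-fold change, and 1816 had an unadjusted p of at most 0.05. Between 0 and 12 probes passed the adjusted test with 1 rat left out, with 12 without D9, 10 without D11, 1 without C2 or M5 and 0 without C1, M7 or D10. Counted for each rat apart, 877, 1668, 1114 and 1355 probes of C1 to C4 lay at least 2-fold from the mean of Group C, taken without the rat itself in Group C. In Group M, these were 2632 probes in M5, 1235 in M6, 4383 in M7 and 2648 in M8. D9, D10 and D11 had 1154, 815 and 953 such probes, and D12 had 3875. Groups C and D lie on different slides, so that a part of their difference that the slide brought about cannot be told apart from one between the groups. The paper reasons from the small number of genes that differed between VSL#3-treated NMS rats and control rats, beside the larger numbers in the other two comparisons, that VSL#3 restored the initial pattern of gene expression almost completely.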

**Figure 2:**
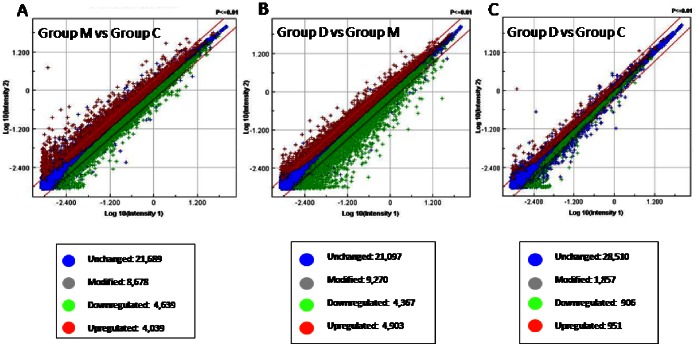
VSL#3 reverses the NMS-induced alteration of gene expression: global microarray analysis. (A) Expression of 8,678 (28.57% of total) genes was globally modified in NMS animals compared with normal rats (Group M vs Group C): 4,039 (13.29%) were upregulated and 4,639 (15.27%) were downregulated. (B) VSL#3 effectively resected gene expression in NMS rats (Group D vs Group M): 9,270 (30.5% of total) genes were globally modified, 4,903 (16.14 of total%) were upregulated, while 4,367 (14.38% of total) were downregulated. (C) VSL#3 administration to NMS rats caused a pattern of gene expression that was similar to that of control rats (Group D vs Group C). Microarray data from 3–4 replicates.

#### DGA and functional analysis

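By the analysis of variance, the Tukey test and the 2-fold threshold together, 707 probes (2.33% of 30367) differed between Group M and Group C on the 11 arrays. This combination has no adjustment for the number of probes. In simulated values with no difference, drawn for each probe apart, it called 56 of 30348 probes. Another 100 simulated experiments without a difference drew the deviations of whole arrays from their group means, with replacement and a random sign. They keep probes that vary together, but 1 rat can enter more than once, unlike in the real groups. There the combination called 0 to 1846 probes (median 13), and at least 707 in 1 of them. With Benjamini-Hochberg adjustment of both tests of the combination, 1 probe passed on the 11 arrays. The count was 475 with all 12 arrays and 312 after a normexp background correction. Leaving out M6 raised it to 1775. It was 396, 441 and 458 without C1, C3 and C4, and 350 and 383 without M7 and M8.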

When the combination of statistical methods (p-value <0.05) and the magnitude of gene expression difference (fold change at least ±2) was applied, 665 gene (2.18% of total) were significantly modulated in NMS animals compared to naïve rats (Table 3). The hierarchical clustering of these genes provided good separation based on the expression of the genes in the three groups of animals. 

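Hierarchical clustering of the 707 probes on the 11 arrays put all 4 rats of Group M in 1 of 2 clusters and all rats of Groups C and D in the other. When the tree was divided into 3 clusters, rat C2 stood alone, and C1, C3, C4, D9, D10 and D11 stayed together. The rats of Groups C and D did not separate from each other at either level. The probes had been selected for a difference between Groups M and C on these same arrays, so that the separation of these 2 groups is not independent of the selection. On all 12 arrays, D12 fell into the cluster of M5, M6, M7 and M8 at 2 clusters and with M5, M7 and M8 at 3, where M6 stood alone.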

In Figure 3A and B, red and green colours indicate upregulated and downregulated genes respectively, while black colour indicates no significant changes in gene expression. 

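Of the probes past the criterion of the methods, 415 were upregulated and 292 downregulated in Group M. These were 278 and 197 with all 12 arrays, and 1089 and 686 without M6. At the upregulated probes, M5, M7 and M8 were at least 2-fold above the mean of Group C at 337, 399 and 398 of 415 probes, and M6 at 126. C2 was so at 106 probes, and C1, C3 and C4 at 2, 10 and 13. At the downregulated probes, M5, M7 and M8 were at least 2-fold below Group C at 199, 282 and 263 of 292 probes and M6 at 76, against 33 for C2 and 3 or 4 for the other rats of Group C.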

When NMS animals (lanes M5–M9) were compared with naive rats (lanes C1–C4), we detected a significant up- and downregulation of 353 and 312 genes respectively (Figure 3A and B). Moreover, the expression of these genes in group M was almost completely reverted by VSL#3 intervention (lanes D9–D11) (Figure 3A and B). 

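In Group D, 656 of the 707 probes (92.8%) were within 2-fold of the mean of Group C. Another 46 remained at least 2-fold away on the side of Group M, and 5 lay at least 2-fold away on the opposite side. The median share of the difference that Group D had recovered was 90.8%. Once D12 was included, 405 of 475 probes (85.3%) were within 2-fold and 70 were not, all on the side of Group M, with a median recovery of 69.2%. Both comparisons share the values of Group M, so that probes selected for a high or low value in Group M move back in any other group. In 100 simulated experiments with no difference between the groups, the share within 2-fold had a median of 84.4% and was at least as large as 92.8% in 25 of the 72 that called any probe. Most experiments called far fewer than 707 probes (median 13), and some called 1, where the share can only be 0% or 100%. The comparison thus says little on a share of 707 probes. Taken one by one, D9, D10 and D11 were within 2-fold of Group C at 86.7%, 90.4% and 89.4% of the probes, and D12 at 30.4%. M5, M7 and M8 were so at 24.2%, 3.68% and 6.51%, M6 at 71.4%, and C2 at 79.9% against 91.7% to 94.9% in the other rats of Group C. Over these probes D12 correlated best with the mean of Group M (r = 0.687 across probes, which are not independent replicates).

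**Figure D1:**
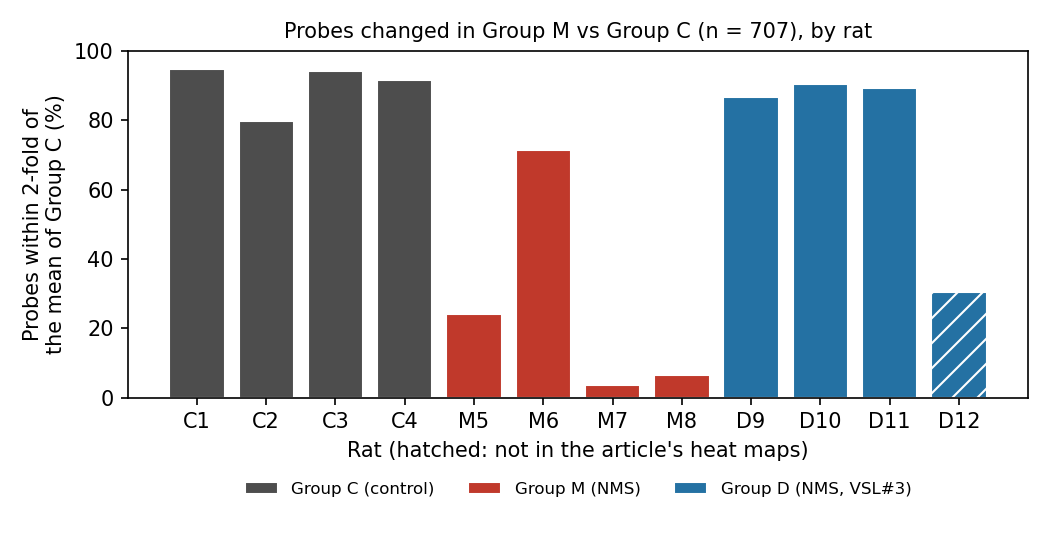
Share (%) of the 707 probes changed in Group M vs Group C that lay within 2-fold of the mean of Group C, 1 bar per rat. Bars of D9, D10 and D11 reach 86.7% to 90.4%, the hatched bar of D12, which is not in the paper's heat maps, 30.4%, and that of M6 71.4%.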

Genes differentially expressed in NMS animals were classified according to their putative Gene Ontology (GO) based on significant similarity with known genes recorded in public databases (Figure 3C and D for up- and downregulated genes respectively). The frequency distribution of significantly modified genes in representative GO-derivative biological processes/functions (migo_bp) (Figure 3E and G for up- and downregulated genes respectively) and GO-derivative biological pathways (migo_pathways) (Figure 3F and H for up- and downregulated genes respectively) for group M vs group C is also illustrated. The up- and downregulated genes specifically involved in pain transmission are illustrated in Table 4 and Table 5 respectively, while the lists of genes involved in inflammation are available in the GEO system at the website http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38942. 

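Table 4 lists 16 probes of 15 upregulated genes, among them 2 probes of TPH1. Of these probes 15 are on the arrays under the identifiers that the table gives, and all 15 were higher in Group M and passed the criterion of the methods. Their log2 differences ranged from 1.02 to 3.38, and from 1.02 to 3.17 in the 9 probes that were well above background on every array of Group C. None, 0 of 15, reached an adjusted p of 0.05 over all probes by limma, where the values lay between 0.0645 and 0.118, and 15 of 15 did when adjusted over the list alone. The study chose this list on these samples, so the latter is not independent evidence. All 15 had an unadjusted p of at most 0.05, and 9 of them were higher in every rat of Group M than in every rat of Group C. On all 12 arrays 11 of the 15 probes passed the criterion of the methods. For Cxcl1, a probe of the arrays other than the one the table names had a log2 difference of 2.67 (standard error 0.79, adjusted p = 0.115), was not higher in every rat of Group M, and passed that criterion. Table 5 lists 4 probes, of FAAH, TRPA1 and P2RX4. All 4 were lower in Group M, passed the criterion of the methods and had log2 differences between -1.26 and -1.05. TRPA1 alone also passed limma's test over all probes, and the highest adjusted p of the 4 was 0.118. One of the P2RX4 probes carries the name Agtr1b in the files. Of the 19 probes of both tables, 11 passed the criterion of the methods without C1, 9 without C3, 9 without C4, 10 without M7 and 10 without M8. Without M6, and with array weights, all 15 probes of Table 4 had an adjusted p of at most 0.05.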

Interestingly the number of upregulated genes was higher than that of downregulated genes in “Pain” and “Inflammation” categories, as only 4 and 12 genes were downregulated, while 15 (tryptophan hydroxylase 1 gene was identified by two different primers) and 62 genes were upregulated in the two functional annotations, respectively. Most notable among those genes known for their role in mediating pain in both humans and rodents, were tryptophan hydroxylase 1 (TPH1), chemokine [C–C motif] ligand 2 (CCL2), chemokine [C–C motif] receptor 2 (CCR2), bradykinin receptor B1 (BDKRB1), tumor necrosis factor receptor superfamily member 1b (TNFRSF1B), prostaglandin E receptor 2 (subtype EP2) (PTGER2), nitric oxide synthase 3 endothelial cell (NOS3), neurotrophic tyrosine kinase receptor type 1 (NTRK1), interleukin 6 (IL6) and transient receptor potential cation channel subfamily V members 4 and 2 (TRPV4 and TRPV2) (Table 4). Additionally, migo_bp and migo_pathways identified several upregulated genes also associated with immune and inflammatory responses (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38942).

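The TPH1 probe with the larger change, on chromosome 1 from 97188245 to 97188304, had a log2 signal of -4.35 ± 0.14 (SD, n = 4) in Group C and -2.88 ± 0.53 (SD, n = 4) in Group M, a difference of 1.47 (standard error 0.25, adjusted p = 0.0645 by limma over all probes). The other probe of TPH1 rose by 1.06 (adjusted p = 0.0815), and at both probes every rat of Group M was above every rat of Group C. CCL2, on chromosome 10 from 70257919 to 70257978, rose from -0.28 ± 1.14 to 2.89 ± 1.47 (SD, n = 4 each), a difference of 3.17 (standard error 0.73, adjusted p = 0.0958). Its signal in M6 was below that in C2. CCR2, on chromosome 8 from 128893805 to 128893864, rose by 1.10 (standard error 0.25, adjusted p = 0.0924) with all 4 rats above Group C. For BDKRB1, on chromosome 6 from 129762486 to 129762545, the difference was 3.38 (standard error 0.88, adjusted p = 0.105), with -6.79 ± 1.86 (SD, n = 4) in Group C, where 1 of 4 arrays had it well above background. NOS3 rose by 1.52 (standard error 0.31, adjusted p = 0.0868) and TRPV4 by 1.02 (adjusted p = 0.0844), each in all 4 rats of Group M. TRPV2, PTGER2 and PTGS2 rose by 1.17, 1.05 and 1.60, with adjusted p values of 0.0868, 0.109 and 0.101. TNFRSF1B rose by 1.80 and IL10 by 2.58, with adjusted p values of 0.107 and 0.0961. In these 2 genes and in PTGER2 the groups overlapped, and IL10 lay well above background in 2 of 4 arrays of Group C and PTGS2 in 3 of 4. IL6 was well above background on the array of M7 alone among Groups C and M. Its mean in Group M was 2.13-fold above the background level (adjusted p = 0.117 by limma). With M5, M6 and M8 at background this is no firm bound. MRGPRG, at background in Group C, was at least 3.69-fold higher (adjusted p = 0.118). Of the downregulated genes, TRPA1, on chromosome 5 from 3572336 to 3572395, decreased by 1.26 from -5.13 ± 0.19 to -6.40 ± 0.41 (SD, n = 4 each; standard error 0.20, adjusted p = 0.0462), lower in all 4 rats of Group M and well above background in 2 of them.

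**Figure D2:**
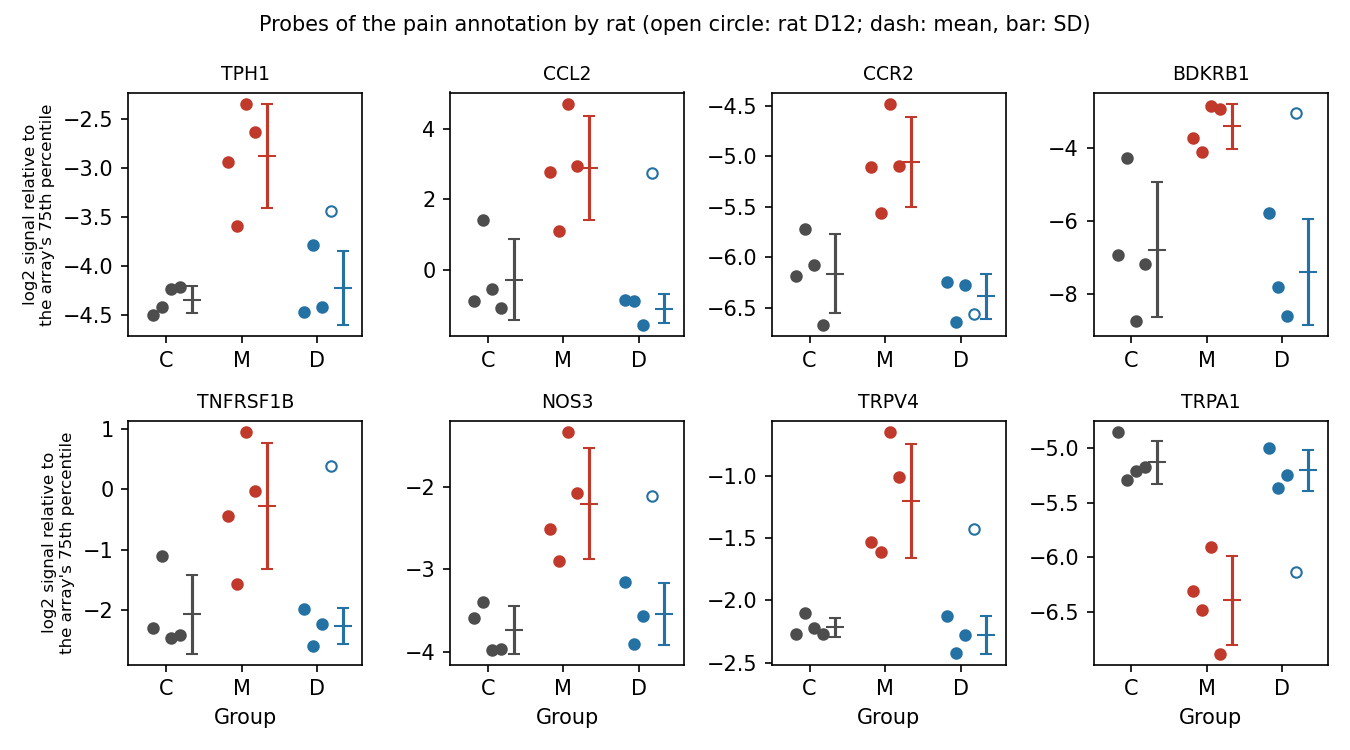
Log2 signal relative to the 75th percentile of the array for 8 probes of Tables 4 and 5, by group, with 1 point per rat and the mean (dash) and SD (bar) over the 11 rats of the paper. CCL2 of the open circle, rat D12, lies at 2.73, against a mean of 2.89 in Group M.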

**Figure 3:**
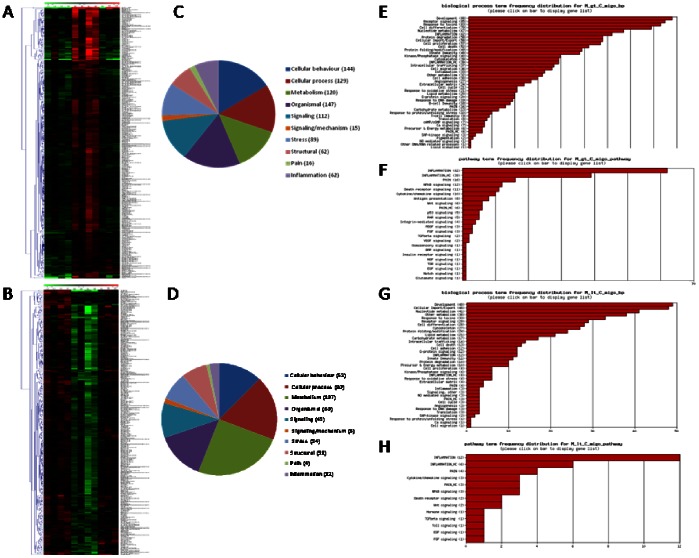
DGA and functional analysis of the effect of NMS on gene expression. (A–B) Heat maps of the significant genes (p<0.05 and 2-fold up- or downregulation) in NMS rats (Group M, lanes M5–M8) in comparison to VSL#3 treated NMS rats (Group C, lanes C1–C4). In comparison to control rats, NMS modulated the colonic expression of 665 genes (2% of total), 353 were upregulated and 312 downregulated. The expression of the majority of these genes returned to normal value after VSL#3 administration (Group D, lanes D9–D11). (C–D) Pie charts representing biological processes, molecular functions and cellular components among differentially expressed genes (up- or downregulation respectively). (E–G) Frequency distribution of the annotations for upregulated and downregulated genes respectively. (F–H) Frequency distribution of the signaling pathways for upregulated and downregulated genes respectively. gt: greater than; lt: lower than; migo_bp: gene ontology (GO) curated by Miltenyi Bioinformatics biological processs/function; migo_pathways: gene ontology (GO) curated by Miltenyi Bioinformatics pathways; Inflammation_HC: list of genes associated with inflammation from GO data but with more stringent selection criteria; Pain_HC: list of genes associated with pain from GO data but with more stringent selection criteria. Microarray data from 3–4 replicates.

**Table 3:** Number of genes that were modified ±2 folds (up- or downregulation) in different experimental groups.

Groups	Number of significantly modifiedgenes (% of total)	Number of significanly upregulated genes (% of total)	Number of significantly downregulated genes (% of total)
Group M vs Group C	665/30,367 (2.18)	353/30,367 (1.16)	312/30,367 (1.02)
Group D vs Group M	779/30,367 (2.56)	411/30,367 (1.35)	368/30,367 (1.21)
Group D vs Group C	108/30,367 (0.35)	64/30,367 (0.21)	44/30,367 (0.14)

**Table 4:** Upregulated genes specifically involved in pain transmission in NMS rats in comparison with normal animals.

Identifier	Short name	Long name
A_42_P47339	CXCL1	chemokine (C-X-C motif) ligand 1 (melanoma growth stimulating activity, alpha)
A_42_P695401	CCL2	chemokine (C-C motif) ligand 2
A_43_P12508	PTGER2	prostaglandin E receptor 2 (subtype EP2)
A_44_P198620	NOS3	nitric oxide synthase 3, endothelial cell
A_44_P306204	TPH1	tryptophan hydroxylase 1*
A_44_P371339	IL6	interleukin 6
A_44_P430547	NTRK1	neurotrophic tyrosine kinase, receptor, type 1
A_64_P048210	TPH1	tryptophan hydroxylase 1*
A_64_P057941	MRGPRG	MAS-related GPR, member G
A_64_P100793	CCR2	chemokine (C-C motif) receptor 2
A_64_P118628	BDKRB1	bradykinin receptor B1
A_64_P122382	IL10	Interleukin 10
A_64_P125973	TNFRSF1B	tumor necrosis factor receptor superfamily, member 1b
A_64_P129316	PTGS2	prostaglandin-endoperoxide synthase 2
A_64_P130174	TRPV4	transient receptor potential cation channel, subfamily V, member 4
A_64_P130184	TRPV2	transient receptor potential cation channel, subfamily V, member 2

* Two different probe sequences are used for the same gene on the array.

**Table 5:** Downregulated genes specifically involved in pain transmission in NMS rats in comparison with normal animals.

Identifier	Short name	Long name
A_44_P228891	FAAH	fatty acid amide hydrolase
A_44_P472874	TRPA1	transient receptor potential cation channel, subfamily A, member 1
A_44_P484909	P2RX4	purinergic receptor P2X, ligand-gated ion channel 4
A_64_P109894	P2RX4	angiotensin II receptor, type 1b

In NMS rats, probiotic intervention reset the abnormal gene regulation caused by maternal deprivation. 

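On the 11 arrays, 805 probes (2.65%) differed between Group D and Group M past the criterion of the methods, with 346 higher and 459 lower in Group D. In the simulated values drawn for each probe apart 76 are called, and over the 100 simulated experiments 0 to 717 were (median 14.5). There were 288 with all 12 arrays, 118 higher and 170 lower. The count of 805 became 2026 without M6, 427 and 504 without M7 and M8, and 520 without D11.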

The hierarchical clustering and the heat map (Figure 4A and B for up- and downregulated genes respectively) demonstrated that, when compared with NMS (lanes M5–M8), VSL#3 treated rats (lanes D9–D11) showed a robust change in the expression of 779 genes with 411 and 368 up- or downregulated genes (Table 3). Moreover, VSL#3 administration attenuated changes in the expression of majority of genes: mostly of them were normalized to the level of Group C (lanes C1–C4) (Figure 4A and B). 

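Of these 805 probes, 727 (90.3%) had a mean in Group D within 2-fold of the mean of Group C. This held for 257 of 288 probes (89.2%) with all 12 arrays.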

The comparison of regulated gene sets between group M compared to group C and group D compared to group M showed that the probiotic diet reversed or significantly attenuated changes occurring in NMS model. 

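The overlap of the 415 probes upregulated in Group M vs Group C with the 459 probes downregulated in Group D vs Group M held 234 probes, which are 56.4% of the former and 51.0% of the latter. In the simulated experiments with no difference between the groups, in which Group M is shared by both comparisons in the same way, the overlap had a median of 0 probes and was 54 at the highest. These experiments called a median of 13 probes in Group M vs Group C. The share of probes with an opposite call in Group D, 50.4% here in both directions together, was as large in 12 of the 72 experiments that called any probe and in 0 of the 11 that called at least 200, where it was at most 29.3%. At equal numbers, taking the 707 and 805 probes with the lowest p by limma in the comparisons, 136 probes overlapped in this direction here, and as many or more did in 15 of 100 experiments. With all 12 arrays the overlap by the criterion of the methods was 79 probes, 28.4% of 278 and 46.5% of 170. Leaving out M6 raised it to 875. It was 126, 148 and 139 without C1, C3 and C4, 153, 108 and 116 without M5, M7 and M8, and 119 without D10 or D11.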

Panel C of Figure 4 shows a VENN diagram of the genes upregulated by maternal separation relatively to healthy animals, in comparison to the set of genes downregulated in group D compared to group M. The number of affected genes was comparable, but the majority of genes (202) was found at the intersection – these gene were upregulated in group M but downregulated in group D. The overlap between gene sets downregulated in samples of NMS group and those upregulated by probiotic diet compared to mother deprivation alone is also very high. Indeed, 139 genes were found at the intersection, indicating that the probiotic intervention also reversed the effects of mother separation on these genes (Figure 4D). 

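Here 122 probes lay in the overlap of the downregulated probes of Group M vs Group C (41.8% of 292) with the upregulated probes of Group D vs Group M (35.3% of 346), against a median of 0 and at most 44 in the simulated experiments. At the equal numbers of 707 and 805 probes with the lowest p by limma it was 121 probes, and as large in 20 of 100 experiments. By the criterion of the methods, the overlap was 43 probes with all 12 arrays, 21.8% of 197 and 36.4% of 118. Without M6 it was 433. Without C1, C3, M7 and M8 it was 67, 70, 39 and 62, without C4 it was 81, and without D9, D10 and D11 it was 75, 54 and 63.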

The functional analysis conducted in group D in comparison with group M showed an overexpression of 20 genes correlated with “Pain” and “Inflammation” categories, while 79 genes were globally downregulated, demonstrating that VSL#3 treatment was counter-regulatory on gene expression caused by NMS (Figure 5A and B respectively). The frequency distribution of significantly modified genes in representative GO-derivative biological processes/functions (migo_bp) and GO-derivative biological pathways (migo_pathways) for group D in comparison to group M is also illustrated in Figure 5 that shows the signaling pathways in which upregulated (panels C and E) and downregulated (panels D and F) genes were involved. 

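Genes of antigen presentation and of cytokines and chemokines with their receptors were taken as sets listed before the values were seen, 57 and 162 genes, and tested by limma's camera with a preset correlation of 0.01 and 9 tests adjusted together. In Group D vs Group M, 27 of the 57 antigen presentation genes were higher and 30 lower, with a median log2 difference of -0.0046 and a mean of -0.20 (adjusted p = 0.282). Without D10 the test gave an adjusted p = 0.0317, with lower values in Group D, and without D9 the direction was the opposite (adjusted p = 0.495). By the criterion of the methods 0 of the 57 genes changed, and 0 passed limma's adjusted test with a 2-fold change, where 8 had an unadjusted p of at most 0.05 and 0 of at most 0.01. Of the 162 cytokine and chemokine genes, 116 were lower and 46 higher in Group D, with a median of -0.40 (adjusted p = 6.42e-07). Past the criterion of the methods, 18 were downregulated, among them Ccl2, Ccl3, Ccl7, Ccr2, Il10 and Tnfrsf1b, and Cxcr1 and Ccl5 were upregulated. On all 12 arrays, 8 were downregulated and 1 upregulated. Neither set reached an adjusted p of 0.05 under fry, a test that takes the correlation between genes from the data, where the values were 0.853 and 0.0634.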

Interestingly, VSL#3 induced downregulation of several gene related to antigen presentation and to immune and inflammatory response. VSL#3 intervention up- or downregulates 8 and 11 genes (TNFRSF1B was identified by two different primers) correlated with “Pain” (Tables 6 and 7 respectively). 

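All 8 probes of Table 6 were higher in Group D than in Group M, with log2 differences of 0.97 to 1.29, and 6 passed the criterion of the methods. By limma 1 of them, OPRL1, had an adjusted p of at most 0.05 over all probes, 8 of 8 had one adjusted over the list alone, and the highest over all probes was 0.114. All 12 probes of Table 7, of 11 genes with 2 probes of TNFRSF1B, were lower in each of the 3 rats of Group D than in each rat of Group M, with log2 differences between -1.08 and -4.01, and between -1.08 and -3.99 in the 8 that were well above background on all 3 arrays of Group D. Of them 11 passed the criterion of the methods, and SLC1A2 did not. By limma 0 of 12 reached an adjusted p of 0.05 over all probes (0.0723 to 0.150), where all 12 had an unadjusted p of at most 0.05 and all 12 passed when adjusted over the list alone. As in Tables 4 and 5, the lists were chosen on these samples. With all 12 arrays, 1 probe of Table 6 and 2 of Table 7, of TPH1 and CCR2, passed the criterion of the methods. Together 17 probes of both tables passed it on the 11 arrays, and 10 did without M7 and 9 without D11.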

Among the formers were genes that play a significant role in antinociception, including cannabinoid receptor 1 and opiate receptor-like 1 (Table 6). Moreover, 9 of the 15 genes correlated to “Pain” that were upregulated in NMS rats in comparison with healthy animals were normalized after treatment with VSL#3 (Table 7), indicating that a possible mechanism of action of the probiotic diet was the regulation of genes encoding for protein mediating painful signals. 

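Cannabinoid receptor 1 (CNR1), whose probe lies on chromosome 5 from 50449223 to 50449282, had a log2 signal of -5.14 ± 0.42 (SD, n = 4) in Group M and -4.17 ± 0.55 (SD, n = 3) in Group D. The difference of 0.97 (standard error 0.27, adjusted p = 0.106) was below 2-fold, and the groups overlapped. IAPP, with 0.98 and 1 of 4 arrays of Group M well above background, was also below 2-fold. The probe that Table 6 gives for opiate receptor-like 1 (OPRL1), which the files name only by a transcript identifier, lies on chromosome 3 from 170874575 to 170874634. Its log2 signal was -8.32 ± 0.05 (SD, n = 4) in Group M and -7.10 ± 0.24 (SD, n = 3) in Group D (adjusted p = 0.0476), where all 3 rats of Group D lay above all rats of Group M. It was not well above background on any of the 12 arrays, so that no difference or fold change is given for it. In D12 its signal was -7.40, and with all 12 arrays the adjusted p was 0.0860. The other two Oprl1 probes were also at background. UCN was well above background in 1 array of Group D and in none of Group M. Its mean in Group D was 1.36-fold above the background level, which is no firm bound with the other arrays at background.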

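TPH1, CCL2, CCR2, BDKRB1, IL10, TNFRSF1B, NOS3 and TRPV4 passed the criterion of the methods in both comparisons, upwards in Group M vs Group C and downwards in Group D vs Group M. For TRPV2, PTGER2, PTGS2 and Cxcl1, the fall in Group D did not pass it, with log2 differences of -0.87, -0.95, -0.81 and -2.56, nor did it for IL6 and MRGPRG. Of the 15 probes of Table 4 on the arrays, M5, M6, M7 and M8 had 12, 3, 15 and 15 at least 2-fold above the mean of Group C, and D9, D10 and D11 had 1, 0 and 0. D12 had 10. In Group C, rat C2 had 5 and the other rats had 0.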

Among others, TPH1, CCL2, CCR2, NOS3, NTRK1, BDKRB1, IL10, TNFRSF1B and TRPV4 genes were significantly downregulated by VSL#3.

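CCL2 had a log2 signal of -1.10 ± 0.41 (SD, n = 3) in Group D, where the difference from Group M was -3.99 (standard error 0.79, adjusted p = 0.0723 by limma). TPH1, at the probe with the larger change, had -4.23 ± 0.38 (SD, n = 3) in Group D and a difference of -1.35 (standard error 0.27, adjusted p = 0.0744). At its other probe the difference was -0.69 (adjusted p = 0.127). For CCR2, with -6.39 ± 0.22 (SD, n = 3) in Group D, it was -1.32 (standard error 0.27, adjusted p = 0.0744). BDKRB1 differed by -4.01 (standard error 0.95, adjusted p = 0.0864), with 1 of 3 arrays of Group D well above background. TRPV4, NOS3, IL10 and TNFRSF1B had differences of -1.08, -1.34, -2.70 and -1.99, with adjusted p values of 0.0723, 0.0939, 0.0867 and 0.0995, and IL10 was well above background in 1 of 3 arrays of Group D. In all 8 genes each of the 3 rats was below each rat of Group M. Rat D12 had a CCL2 signal of 2.73, and with all 12 arrays the differences were -3.03 for CCL2 (adjusted p = 0.280), -1.15 for TPH1 (adjusted p = 0.185) and -1.37 for CCR2 (adjusted p = 0.105).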

**Figure 4:**
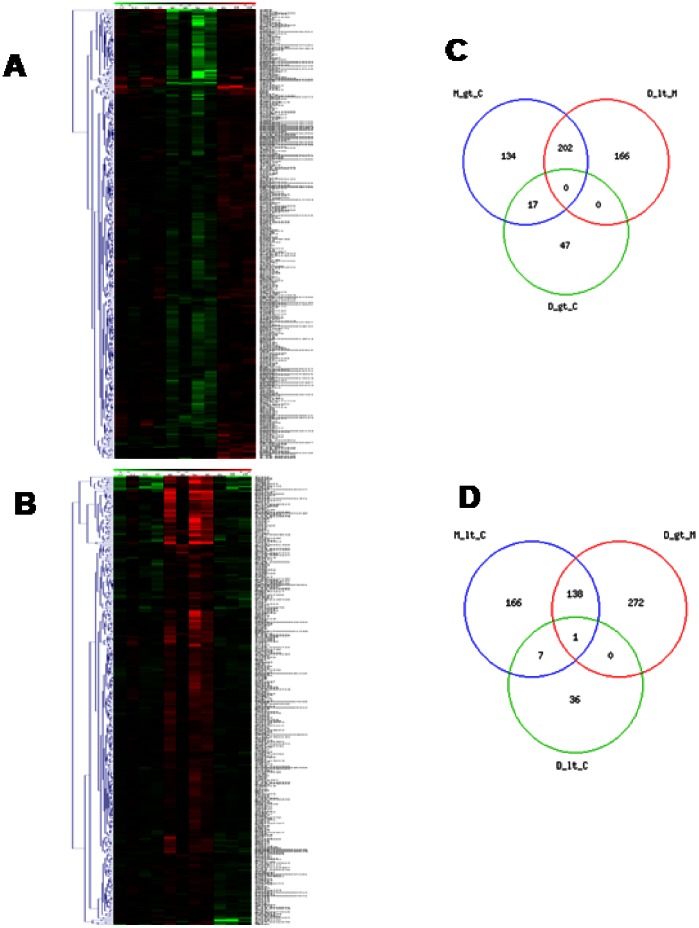
DGA and Venn diagrams of the effect of VSL#3 on NMS-induced alteration of gene expression. (A–B) Heat maps analysis of changes caused by VSL#3 administration (Group D, lanes D9–D11) to NMS rats (group M, lanes M5–M8) on genes whose expression was modulated >2-folds (up- or downregulation, p<0.05). (C–D) Venn diagrams of modulated genes. NMS induced an upregulation of 353 genes, 202 of which are downregulated by the probiotic treatment while 312 genes were dowunregulated, 139 of which are upregulated by VSL#3 administration. Microarray data from 3–4 replicates. gt: greater than; lt: lower than.

**Figure 5:**
Functional analysis of the effect of VSL#3 on NMS-induced alteration of gene expression. (A–B) Pie charts representing biological processes, molecular functions and cellular components among differentially expressed genes. (C–D) Frequency distribution of the annotations for upregulated and downregulated genes respectively. Note that in animals treated with probiotic diet there were more genes belonging to the annotations “Pain” and “Inflammation” that were downregulated than those upregulated. (E–F) Frequency distribution of the signaling pathways for upregulated and downregulated genes respectively. gt: greater than; lt: lower than; migo_bp: gene ontology (GO) curated by Miltenyi Bioinformatics biological processs/function; migo_pathways: gene ontology (GO) curated by Miltenyi Bioinformatics pathways; Inflammation_HC: list of genes associated with inflammation from GO data but with more stringent selection criteria; Pain_HC: list of genes associated with pain from GO data but with more stringent selection criteria.

**Table 6:** Upregulated genes specifically involved in pain transmission in VSL#3-treated NMS rats in comparison with not treated NMS animals.

Identifier	Short Name	Long Name
A_43_P13083	TACR2	tachykinin receptor 2
A_43_P13418	KCNK2	potassium channel, subfamily K, member 2
A_44_P1030258	CNR1	cannabinoid receptor 1 (brain)
A_44_P166967	NPY1R	neuropeptide Y receptor Y1
A_44_P408520	ENSRNOT00000022509	opiate receptor-like 1
A_44_P472874	TRPA1	transient receptor potential cation channel, subfamily A, member 1
A_64_P003854	IAPP	islet amyloid polypeptide
A_64_P058336	UCN	urocortin

**Table 7:** Downregulated genes specifically involved in pain transmission in VSL#3-treated NMS rats in comparison with not treated NMS animals.

Identifier	Short Name	Long Name
A_42_P695401	CCL2	chemokine (C-C motif) ligand 2
A_42_P714311	CCL3	chemokine (C-C motif) ligand 3
A_44_P198620	NOS3	nitric oxide synthase 3, endothelial cell
A_44_P430547	NTRK1	neurotrophic tyrosine kinase, receptor, type 1
A_64_P033800	SLC1A2	solute carrier family 1 (glial high affinity glutamate transporter), member 2
A_64_P048210	TPH1	tryptophan hydroxylase 1
A_64_P100793	CCR2	chemokine (C-C motif) receptor 2
A_64_P118628	BDKRB1	bradykinin receptor B1
A_64_P122382	IL10	interleukin 10
A_64_P125973	TNFRSF1B	tumor necrosis factor receptor superfamily, member 1b*
A_64_P130174	TRPV4	transient receptor potential cation channel, subfamily V, member 4
A_64_P165297		tumor necrosis factor receptor superfamily, member 1b*

* Two different probe sequences are used for the same gene on the array.

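Past the criterion of the methods, 111 probes (0.366%) differed between Group D and Group C on the 11 arrays, and 107 did with all 12 arrays. In simulated values with no difference, drawn for each probe apart, this criterion called 70 of 30348 probes. Over the 100 simulated experiments it called 0 to 1365 probes (median 19), and at least 111 in 15 of them. With 1 rat left out at a time the count stayed between 99 and 129, and after a normexp background correction it was 32. Under quantile normalization, a shift to the median of each array and the authors' normalized values it stayed within 1.5 times 111.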

When the gene expression driven by administering NMS rats with VSL#3 was compared to that of naïve rats, only a minority of genes were still modified by NMS (Figure 6). Indeed, group D (lanes D9–D11) showed up- and downregulation of 64 and 44 genes respectively in comparison with group C (lanes C1–C4) (Figure 6A and B respectively). Moreover, Venn diagrams demonstrated an overlap of genes that were significantly up- and downregulated among the three groups (Figure 6C and E respectively). 

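Of these 111 probes 61 were higher and 50 lower in Group D. Including D12, 43 were higher and 64 lower, so that the larger number changed sides. Of the genes named above, Ccng1 had a log2 difference of 2.24 between Group D and Group C (adjusted p = 0.298), with all 3 rats above Group C, and Ccl5, Rab7b and the OPRL1 probe also passed the criterion of the methods.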

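Of the 111 probes, 21 were higher in both Group M and Group D than in Group C and 10 were lower in both, 31 probes in all. Higher in Group D than in each of the other two groups were 15 probes, and 13 were lower than in each. With all 12 arrays, 15 probes were higher and 18 lower in both Group M and Group D, 33 of 107, and 7 and 10 probes were higher or lower in Group D than in both others. The count of 15 became 30 without D9, 29 without D11 and 23 without C4, and 2 after a normexp background correction.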

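The opiate receptor-like 1 probe had a log2 signal of -8.24 ± 0.34 (SD, n = 4) in Group C. From there to Group D the adjusted p was 0.201 over all probes by limma, with all 3 rats of Group D above Group C. When adjusted over the list alone, the p was 7.93e-05, for a list that the study chose on these samples. The probe was at background on every array, so that no difference is given. It passed the criterion of the methods on the 11 arrays and on all 12, but not without C2, with the outlier spots kept or after a normexp background correction, and a filter on dim probes removed it. On all 12 arrays the adjusted p was 0.182.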

The functional GO analysis revealed that only 1 gene belonging to pain annotation was still significantly upregulated in group D in comparison with Group C (Table 8), while no gene was downregulated, demonstrating that VSL#3 treatment in NMS rats induced an almost complete normalization of gene expression. Finally, the functional analysis showed an overexpression of a total of 6 genes correlated with “Inflammation” category, while only 1 gene was globally downregulated (Figure 6D and F respectively). The frequency distribution of significantly modified genes in representative GO-derivative biological processes/functions (migo_bp) conducted in group D in comparison with group C is also reported (Figure 6G and H).

**Figure 6:**
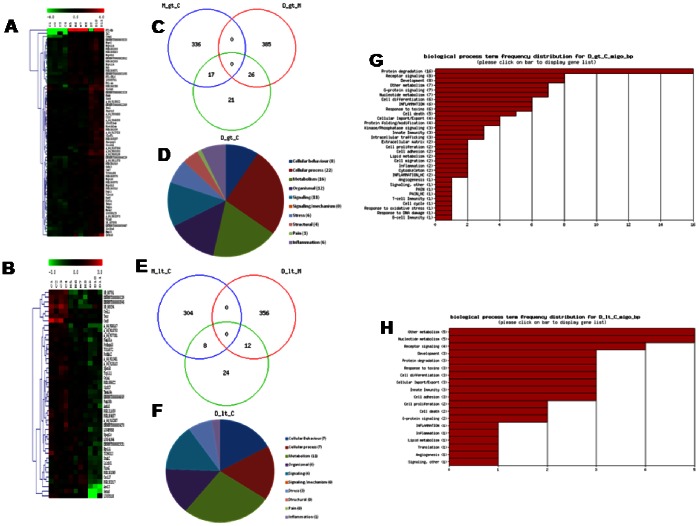
DGA and functional analysis of gene expression of VSL#3-treated NMS rats in comparison with controls. (A–B) Heat maps analysis of changes caused by VSL#3 administration (Group D, lanes D9–D11) to NMS rats on genes whose expression was modulated >2-folds (up- or downregulation, p<0.05) in comparison with control group (Group C, lanes C1–C4). NMS rats treated with VSL#3 showed upregulation and downregulation of 64 and 44 genes respectively, indicating that the probiotic diet resets the colonic expression of genes to values observed in control rats. (C–E) Venn diagrams of regulated genes in Group D in comparison with Group C. In NMS rat, VSL#3 administration induced an upregulation of 411 genes, 26 of which are also upregulated in Group C, and on a total of 368 downregulated genes in Group M, 12 were also dowregulated in Group C. The functional analysis in Group D vs Group C was illustrated by pie charts representing biological processes, molecular functions and cellular components among differentially expressed genes (D and F for up- and downregulated genes respectively). (G–H) Frequency distribution of the annotations for up- and downregulated genes respectively. Note that in VSL#3-treated NMS rats only 1 gene belonging to the category “Pain” (the opiate receptor-like 1 gene) was upregulated and, in generally, a lower number of gene were significantly modified in group D in comparison with group C. gt: greater than; lt: lower than; migo_bp: gene ontology (GO) curated by Miltenyi Bioinformatics biological process/function; Inflammation_HC: list of genes associated with inflammation from GO data but with more stringent selection criteria; Pain_HC: list of genes associated with pain from GO data but with more stringent selection criteria. Microarray data from 3–4 replicates.

**Table 8:** Upregulated genes specifically involved in pain transmission in VSL#3-treated NMS rats in comparison with normal animals.

Identifier	Short Name	Long Name
A_44_P408520	ENSRNOT00000022509	opiate receptor-like 1

### PCR Analysis

The results of PCR analysis confirmed the microarray data for nociceptive (except for the NTRK1 gene) (Figure 7A) and antinociceptive genes (CNR1 and OLR-1; Figure 7B). *p<0.05 versus Group C; #p<0.05 versus Group M.

**Figure 7:**
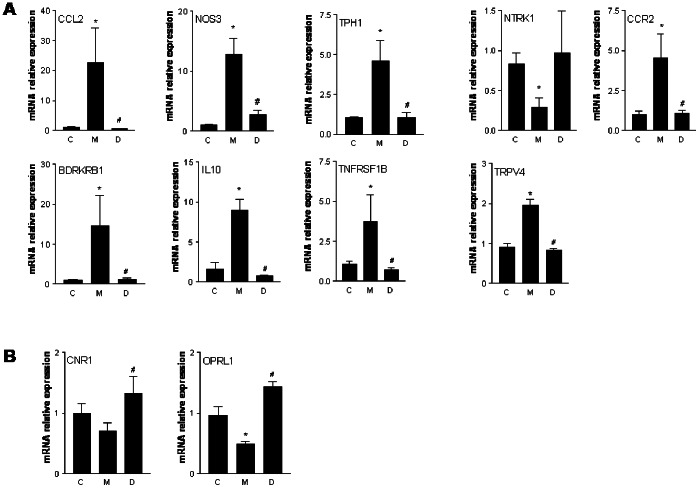
Confirmation of microarray data by qRT-PCR analysis. (A) Colon expression of the “Pain” annotation-related genes that were upregulated in Group M and downregulated in Group D. (B) Gene expression of the “Pain” annotation-related genes that were upregulated in Group D in comparison with Group M. *p<0.05 vs Group C; ^#^p<0.05 vs Group M.

### Interaction Network: Core Inflammatory Pathway

The observations made in the previous analyses were confirmed by analysis of the interaction graphs. 

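The set of 61 genes, 50 of the Toll-like receptor (TLR), NFkB, IRF and MAPK families and 11 of their signalling such as Irak and Ripk genes, did not move as a set in Group M vs Group C, with 36 genes higher and 25 lower (adjusted p = 0.658 by camera), nor in Group D vs Group M, with 28 higher and 33 lower (adjusted p = 0.339). In single genes, Ripk3 and Irf4 were upregulated in Group M past the criterion of the methods and Tlr3 was downregulated. Of these only Irf4 changed back past it in Group D vs Group M. By limma 0 of the 61 genes passed an adjusted p of 0.05 with a 2-fold change in either comparison, where 22 and 21 had an unadjusted p of at most 0.05 and 9 and 3 of at most 0.01. On all 12 arrays Tlr3 alone passed the criterion of the methods. Of the 162 cytokine and chemokine genes, 109 were higher and 53 lower in Group M, with a median log2 difference of 0.35 (adjusted p = 3.88e-05), and 18 were upregulated and 2 downregulated past the criterion of the methods. In Group D vs Group M 11 of these 20 changed back past it, and 5 of 15 did with all 12 arrays. The 57 antigen presentation genes had a median of 0.38 in Group M vs Group C, with 40 higher (adjusted p = 1.41e-04), and RT1-Ba, RT1-EC2, RT1-CE6 and RT1-CE16 were upregulated. Under fry the adjusted p of these 2 sets was 0.109 and 0.288.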

Many genes of the pro-inflammatory pathways which are upregulated (in red) or downregulated (in green) in the NMS group compared to healthy animals (Figure 8A) were normalized upon additional treatment with probiotic diet (Figure 8B). This effect is observed for both receptors expressed on the cell surface and components of various signal transduction cascades including NFκB, IRFs and MAPK pathways. In contrast, NMS rats administered VSL#3 gained an almost complete normalization of the inflammation-related genes pattern when compared with naive rats (Figure 8C).

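Among the receptors, Tlr3, on chromosome 16 from 50126271 to 50126330, differed by -1.11 in Group M vs Group C (standard error 0.23, adjusted p = 0.0868 by limma), and the 11 TLR genes had a median log2 difference of 0.06 in Group M vs Group C and -0.38 in Group D vs Group M. Among the 9 IRF genes the medians were 0.21 and -0.21. Irf4, on chromosome 17 from 40173826 to 40173885, rose by 1.26 (standard error 0.31, adjusted p = 0.0996) and then differed by -1.69 (standard error 0.34, adjusted p = 0.0723) in Group D vs Group M. Ripk3, one of the 11 genes of the set outside the 4 families, on chromosome 15 from 33947406 to 33947464, rose by 1.38 (standard error 0.39, adjusted p = 0.11). The 12 NFkB genes had medians of 0.14 and -0.17, and the 18 MAPK genes -0.22 and 0.12. No NFkB or MAPK gene passed the criterion of the methods in either comparison. By limma 0 genes of the 4 families had an adjusted p of at most 0.05, and the lowest values were 0.0868 in Group M vs Group C and 0.0723 in Group D vs Group M. An unadjusted p of at most 0.05 was found for 4 TLR, 2 NFkB, 3 IRF and 8 MAPK genes in Group M vs Group C, and for 5, 4, 4 and 5 in Group D vs Group M.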

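In Group D vs Group C, 27 of the 61 genes of the TLR, NFkB, IRF and MAPK set were higher and 34 lower (adjusted p = 0.282 by camera), and 0 passed the criterion of the methods. With 1 rat left out, the adjusted p of this set by camera lay between 0.0461 and 0.623. By limma 0 passed an adjusted p of 0.05 with a 2-fold change, and an unadjusted p of at most 0.05 was found for 4 of the 61, among them 2 TLR genes and 1 MAPK gene. The cytokine and chemokine set had 66 genes higher and 96 lower, with a median log2 difference of -0.10 (adjusted p = 0.0719), and Ccl5 alone passed the criterion of the methods. With 1 rat left out, the adjusted p of the cytokine and chemokine set by camera lay between 0.0141 and 0.623. The direction of this set was the opposite with all 12 arrays, with an adjusted p of 0.708. The antigen presentation set was higher in Group D, with 36 genes higher and 21 lower and a median of 0.19 (adjusted p = 1.41e-04). Its 44 RT1 genes carried this, with 30 higher, while of the 8 genes outside chromosome 20, looked at after the values were seen, 1 was higher and 7 lower with a median of -0.17 (unadjusted p = 0.0250 by camera). RT1-CE16 passed the criterion of the methods. Under fry the adjusted p of the set of 57 genes was 0.331.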

**Figure 8:**
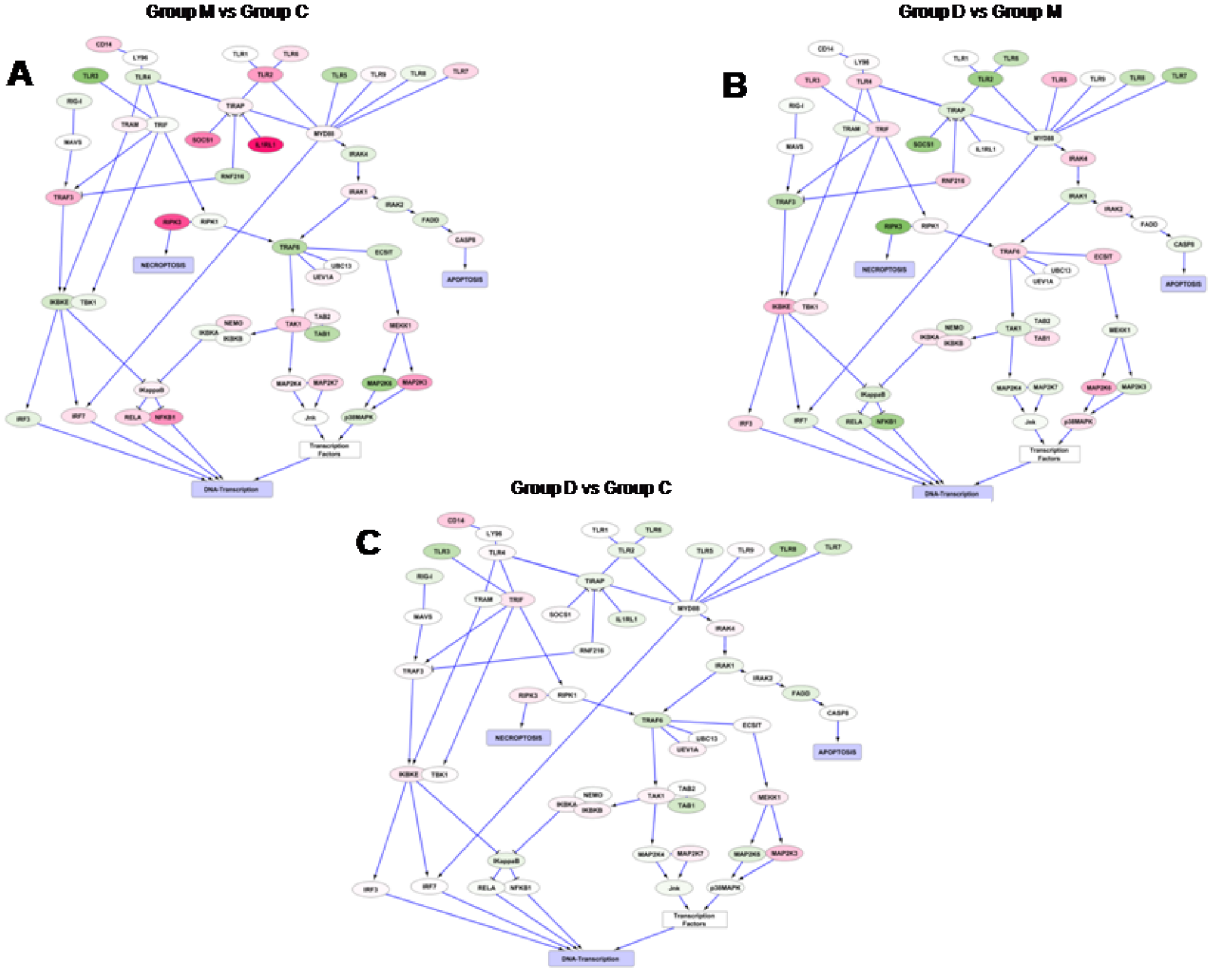
Interaction network: core inflammatory pathway. (A–B) The expression of several genes of the pro-inflammatory pathways which were upregulated (red color) or downregulated (green color) in group M compared with group C was neutralized upon treatment with the probiotic diet. This effect was observed for both receptors expressed on the cell surface and components of various signal transduction cascades including NF kB, IRFs and MAPK pathways. (C) VSL#3 almost completely restored the initial pattern of inflammation-related genes.

## Discussion

In the present study we have shown that the neonatal stress caused by NMS alters the expression of large cohort of genes in the colonic tissue and that these changes might be mechanistically linked to development of pain. Additionally, we have shown that this pattern could be corrected by administering NMS rats with a probiotic diet.

Early stress life events in the form of maternal separation induce permanent alterations in the rat and predispose to develop increased colonic motility and permeability [6] and hypersensitivity to mucosal inflammation in adulthood [37]. Further, maternal deprivation results in permanent changes in the central nervous system including unrestrained secretion of corticotrophin-releasing factor [38], alterations in serotoninergic, noradrenergic and dopaminergic systems [39], decreased expression of benzodiazepine and γ-aminobutyric acid type A receptors [40]. All pathways are potentially involved in development and maintenance of visceral pain.

In the present study we have shown that NMS rats exhibit visceral hyperalgesia and allodynia in response to CRD, indicating that stress in early life induces profound and long-standing changes in the development of the central nervous system and a modification of the neural pathways that result in an increase of pain perception. These changes were attenuated by administering rats with a probiotic mixture VSL#3. The timing of VSL#3 administration, however, had relevance. Indeed, VSL#3 reduces visceral pain not only when administered for the duration of the study, but also when it was administered in the last 2 weeks before CRD. In contrast, when VSL#3 intervention was performed for the first 2 weeks, it reverses allodynia but not hyperalgesia [41].

The effects of VSL#3 on NMS-induced hypersensitivity is not due to a change of the state of consciousness or modification of colorectal tone since VSL#3 administration had no effect on colorectal compliance (see Figure S1).

To elucidate the mechanisms of visceral hypersensitivity, we adopted a microarray approach. Analysis of colonic genetic pattern of NMS rats demonstrated that exposure to a stressful stimulus in the early life altered the expression of approximately one third (28%) of whole genome. However, the combination of a restricted DGA with the functional analysis revealed that less than 3% of genes, belonging to several annotation categories, are significantly up- or downregulated in NMS rats. The larger number of genes was grouped in the “Metabolism” category. This group includes carbohydrate and protein metabolisms. Our data agree with those of Lopes *et al.* who have shown that NMS affects the neuromuscular protein profile of the rat colon, in particular the expression of proteins whose functions are related to purine metabolism, protein folding and carbohydrate metabolism [42].

Although we have shown that NMS influences expression of many genes, we have focused our attention on the “*Pain*” annotation category, finding 15 upregulated and 4 downregulated genes that may have relevance in the development and maintenance of visceral pain in this model. Interestingly, the GO-based functional analyses has revealed also a correlation between “Inflammation” and “Pain” categories, as many genes are included in both annotations.

In the present study, data converge onto the hypothesis that VSL#3 intervention inhibits CRD-induced pain by reversing the alterations of genetic pattern caused by early maternal deprivation, specifically by influencing those pathways involved in pain and inflammation. First, the global genic analysis has demonstrated that VSL#3 induces the change of approximately 30% of the genes in NMS rats in comparison with non treated NMS animals and, more interestingly, the global genic pattern of NMS rats exposed to VSL#3 was similar to that of healthy animals, as only 6% of genes were modified. In other words, the genic pattern of NMS rats treated with probiotic diet was similar to that of naïve animals, as the expression of great majoriry of genes (94%) was similar in the two groups of animals. Second, DGA analysis confirms that VSL#3 reversed the alterations induced by maternal deprivation. Indeed, VSL#3 caused the significant modification of 779 genes in comparison with NMS, not treated rats and the great majority of genes that are significantly up- or downregulated in NMS rats are then counter-regulated by VSL#3 administration. In contrast, only 108 genes are significantly modified in VSL#3-treated NMS animals in comparison with naïve rats. Third, both the functional analysis and the qRT-PCR studies have demonstrated that the expression of several genes related to “Pain” and “Inflammation” annotation categories was counter-regulated by VSL#3 intervention. In particular, TPH1, CCL2, CCR2, NOS3, NTRK1, BDKRB1, IL10, TNFRSF1B and TRPV4, all genes encoding for proteins involved in nociception, are upregulated in NMS, hypersensitive rats and downregulated in NMS animals treated with VSL#3. Among them, TPH1 has a central role in nociception. This gene encodes for the tryptophan hydroxylase 1, an enzyme that catalyzes the first and rate limiting step in the biosynthesis of serotonin. Tryptophan hydroxylase 1 is involved in both neuropathic and visceral pain in animal models of nociception and in humans disorders. Thus, Crohn’s disease patients who experience IBS-like symptoms are characterized by increased expression of tryptophan hydroxylase 1 in the colon [43]. Further, inhibition of tryptophan hydroxylase 1 in the gastrointestinal tract in IBS patients reduces mucosal production of serotonin and ameliorates symptoms [44]–[45]. A phase 2 clinical trial with the tryptophan hydroxylase 1 inhibitor LX1031 in patients with non-constipating IBS has been recently reported [46]. Fourth, exposure to VSL#3 upregulates the expression of several genes related to induction of analgesia, as cannabinoid receptor 1 (brain) (CNR1) [16], [47] and opiate receptor-like 1 (ENSRNOT0000002250), although the role of the latter gene in both nociception and analgesia is still controversial [48]–[49]. These findings agree with previous observations indicating that probiotics induce the expression of δ-opioid and cannabinoid receptors in intestinal epithelial cells, mediating analgesic functions in the gut in a way that mirrors the effect of morphine [16]. Fifth, It has been demonstrated recently that VSL#3 up- or downregulates the expression of several genes related to immunomodulation and inflammation [50], including the expression of the proinflammatory chemokine MCP-1/CCL2 in macrophages of children affected by Crohn disease [51]. Moreover, VSL#3 corrects the inflammation-driven dysregulation of PPARγ, FXR and leptin in a rodent model of inflammation [52]. Present findings are consistent with these observation indicating that VSL#3 counter-regulates genes involved in the inflammatory cascade, including CCL2, NOS3, IL10 and TNFRSF1B and genes that encode for factors that regulate the innate and adaptive immune response, as TLRs, NFκB and MAPKs, thus inhibiting inflammatory and, indirectly, nociceptive processes.

In conclusion, this report illustrates a novel approach to the analysis of the mechanisms underlying the pathogenesis of pain in experimental model of IBS. This approach allowed the identification of novel regulatory mechanisms and specific patterns of genic expression caused by exposure to probiotic that might have clinical readouts in conditions of visceral pain and stress-correlated intestinal pathologies.

## Supporting Information

Figure S1 (A) Group C and Group M are the same in all comparison experiments. (A) Maternal deprivation and (B, C, D) VSL#3 intervention performed in different periods had any effect on colorectal compliance.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

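Colonic tissue of 12 male rats was measured, 4 rats each of Group C (no separation, placebo), Group M (NMS, placebo) and Group D (NMS, VSL#3), with 1 array of 1 colour (Cy3) per rat. Per the file headers, the scanner software had made the intensities of each array by subtraction of the background and correction of trends across the array before they were deposited, on a linear scale and not normalized between arrays. The files also hold the mean brightness of each spot, the median of its local background and marks for spots that were saturated, not uniform or far from the other spots of their probe. The authors' matrix of all 12 arrays holds log2 values, 1 for each of 30367 probes. Its columns share 1 distribution of values, that is, they are quantile normalized, and each column followed the log2 signal of its own array most closely.

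The values used here are the log2 signals minus the log2 of the 75th percentile of the array. Control spots and spots that the software marked as outliers were left out, and the spots of a probe were averaged. Of 30367 probes, 19 lacked a value on at least 1 array. The signal stands in place of depth on these arrays. Of the probes, 20305 were well above background on every array and 5941 on none, and for a probe near background in a group a difference is a lower bound at best. Where a probe was not well above background on any array of the lower group, its fold is given as at least the ratio to the background level, or no fold is given. This ratio is no firm bound where arrays of the higher group were at background too, as for IL6 and UCN. For a named pain gene well above background on some arrays of the lower group alone, their number is given beside its difference. Replicate spots of a probe had a median coefficient of variation of 3.56% to 6.58% per array. Names of genes are those of the files, matched by symbol to an annotation of the rat genome for 18004 probes, and positions are those of the rn4 build in the files.

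The groups were compared with limma 3.58.1 under R 4.3.3 (lmFit and eBayes, the 3 groups in one model, 11 arrays), with Benjamini-Hochberg adjustment over all probes, an adjusted p of at most 0.05 and a change of at least 2-fold. The criterion of the paper's methods, an analysis of variance and a Tukey test at an unadjusted p of at most 0.05 with a 2-fold change of the means, was computed on the same values. For the global counts, an unadjusted p of at most 0.01 by limma was taken, the value that Figure 2 prints. The computation of the Rosetta Resolver system, which the paper names, was not repeated. Genes of 3 sets and 21 lists of marker genes for cell types and tissue layers were each measured by 1 probe per gene, the one with the highest mean signal, and tested with limma's camera at a preset correlation of 0.01 and, as an alternative, with fry. The p values of the 9 tests of the sets, and of the 63 tests of the marker lists, were adjusted together. Tables were read with data.table 1.17.8, and the figures drawn with Python 3.11.15 and matplotlib 3.10.9.

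The procedure was tested on simulated data with the spread of these arrays, in which 200 of 30348 probes were changed by a log2 difference of 2. The values were drawn for each probe apart. Real probes vary together, so that the counts of false calls do not carry over to these arrays. By limma 168 and 160 of the 200 were recovered in Group M vs Group C and in Group D vs Group M, with 4 and 6 false calls, and by the criterion of the methods 189 and 190, with 55 and 75 false calls. Where nothing was changed, limma called 0 probes at its adjusted threshold, and 305, 305 and 300 at an unadjusted p of at most 0.01.

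The genes named in the text follow one rule. They are every gene and probe of Tables 2 and 4 to 8, by the probe that the table gives, with other probes of the gene to say where they disagree, and the genes of the set of the TLR, NFkB, IRF and MAPK families, which holds 50 genes of the families and 11 of their signalling, by the probe with the highest mean signal. To these come, in each comparison, the 5 probes of named genes with the largest rise and the 5 with the largest fall among those well above background on every array, at an adjusted p of at most 0.05 by limma, with every array of one group on the same side of every array of the other. Where fewer than 5 pass, those that do are named. Some results are not reported here. Members of the gene sets that passed the criterion of the methods are named beside their count. The tests, the alternatives, the sets, the marker lists and this rule were chosen before the data were examined, apart from those that the text names as later.

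The alternatives were all 12 arrays, a normexp background correction with an offset of 50 on the mean brightness and the local background, quantile normalization, a shift to the median of each array, the authors' matrix, outlier spots kept, only probes well above background on every array of at least 1 group (21574 probes), the number of the replicate as a block, array quality weights, only the 2 compared groups in the model, other tests and thresholds, the mean of linear signals for the 2-fold threshold, fry in place of camera, and each rat left out in turn. A model with the slide as a block could not be fitted. For the counts by limma, by the criterion of the methods and at an unadjusted p of 0.01 in each comparison, all 35 splits of the rats of the 2 groups into groups of the same sizes were counted, and for the probes called in 2 comparisons together 100 splits of the 11 rats into 3 groups, the real one included. No splits were counted for the pain lists, which the study chose on these samples. In 100 simulated experiments, unchanged groups that share the same Group M gave overlaps that come with sharing alone. Each took the deviations of whole arrays from their group means, drawn with replacement and with a random sign. The deviations of 1 rat can thus enter more than once, unlike in the real groups. The functional annotation and the pathway analysis of the paper were not repeated, and the scores of abdominal withdrawal, the colorectal compliance and the real-time PCR were not analysed here.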

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

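The search for rats that stand apart was set beforehand, while the tests of array quality, of swapped labels and of B cell content in this part were chosen after the result was seen. In each group of 4 rats, the highest and the lowest rat were compared with the nearest other rat, and a rat was taken to stand apart when this gap exceeded the 95% critical share of the range of the group (Dixon's test). Of 165 groups from 55 measures, 16 had such a rat, where chance marks about 1 in 20 groups, or 8.25. The measures are not independent of each other.

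Rat D12, whose array the paper did not analyse, stood apart from the other rats of Group D. It had 3875 probes at least 2-fold from the mean of Group C, against 815 to 1154 in D9 to D11 and at most 1668 in a rat of Group C. On the first component of all arrays, which held 44.9% of the variance, D12 lay at 78.8 and the others at -39.9 to -41.2. Of the probes changed in Group M vs Group C, 30.4% were within 2-fold of Group C in D12, against 86.7% to 90.4%. D12 had 10 of the Table 4 probes at least 2-fold above Group C, where the others had 0 or 1. Its log2 signals of CCL2 (2.73), IL6 (-4.88), SLC1A2 (-6.76) and the second TPH1 probe (-2.17) lay above those of D9 to D11, which reached -0.85, -8.33, -8.50 and -2.31. A poor array is argued against, since 77.2% of the spots of D12 lay well above background, within the range of the other arrays. A label swapped with a rat of Group M cannot be told apart. At the 187 probes that set M5, M7 and M8 apart from Groups C and D, D12 lay with these 3 rats at 79.7%, and M6, which would be the partner out of place, at 16.6%. No value here decides between a swap and a spread between rats. Another content of cells in the piece of colon may also account for part of it. The B cell list of D12 was a median log2 of 5.02 above Group C, with 2.18 for Cd79b, the most abundant gene of the list in Group C, against -1.88 there. Pax5, at -1.89 against -1.97, did not rise with it. Of the 5 genes of the list, 3 were well above background on every array of Group C, and none is in another list or in the paper's tables. The design gives no difference in treatment between D12 and D9 to D11, so that no biological explanation was tested, and a different response of this rat to VSL#3 stays open.

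Rat M6 stood apart from the other rats of Group M. Its B cell list lay at a median log2 of -1.30 from Group C, against 3.39 to 4.18 in M5, M7 and M8. On the first component it lay at -33.0, near Groups C and D. A poor array is argued against, with 75.9% of spots well above background, within the range of the other arrays. A swap with a rat of Group C cannot be told apart, since 1 rat of Group C, C2, lay with M5, M7 and M8 at 63.4% of the 683 probes that set these 3 apart from the other rats of Groups C and D. The corresponding share was between 1.04% and 8.47% for C1, C3, C4, D9, D10 and D11. The probes of the RT1 region given under the other observations put M6 with Group M and C2 with Group C, but they were chosen with these labels and decide nothing on them. A smaller content of B cells in the piece of colon of M6 may account for a part, with a log2 signal of -2.60 for Cd79b in M6 and a mean of 0.12 in Group M. All 4 rats of Group M had the same treatment by the labels, and no biological explanation was tested. A weaker response of this rat to NMS stays open.

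Rat C2 stood apart in Group C, with a first component of 18.5 (others -48.2 to -49.5), 5 of the Table 4 probes at least 2-fold above Group C (others 0), a mast cell list at 0.375 and a B cell list at 3.14 (others -0.08 to -0.13 and -0.72 to -1.45), and a log2 signal of -1.11 for TNFRSF1B (others at most -2.30). In the 3 rats C2, M6 and D12, the B cell list and the first component point the same way, and B cells of the tissue pieces may be a common source, as the 5.02 of D12 and the -1.30 of M6 would have it, a reading drawn from these same data. The T cell list went the same way, at 2.63 in D12, 1.72 in C2 and -0.86 in M6, so that B cells are not alone in this. A swap of C2 with M6 stays open as above. No biological explanation was tested for C2.

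In Group C, C4 had a 75th percentile of the signal of 1434 (nearest rat 1799), which the scaling to this percentile removes from all probes alike. In Group M, M7 had an enteric glia list at 0.492, and the other 3 rats lay between 0.30 and 0.31. Neither was tested further, technically or biologically, and with 165 groups a few such rats come by chance.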

How the results depend on the processing

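The alternatives were set beforehand, except that the use of the B cell list as a covariate and the unadjusted p of 0.05 without fold threshold were chosen after seeing the data. The cause of a change given here was not tested, unless it is stated. Counts are called unchanged within 1.5 times the value of the passages. Under quantile normalization, the shift to the median and the authors' matrix, 34, 34 and 33 of 35 values were unchanged, and with outlier spots kept or means of linear signals 35 of 35 and 3 of 3 were. The others were 0 probes by limma in Group D vs Group C under quantile normalization, 28 and 4 probes by limma in Group M vs Group C and in Group D vs Group C with the authors' matrix, and the cytokine and chemokine set in Group D vs Group C, whose unadjusted camera value became 0.00918 (adjusted p = 0.0165) under the shift to the median. These scalings moved the median of all probes by less than 0.1.

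Taking all 12 arrays left 11 of 23 values unchanged. In Group M vs Group C limma counted 10 probes, and 1515 at an unadjusted p of 0.01. For Group D vs Group M it counted 4 and 1117, with 288 by the criterion of the methods. The overlaps fell to 79 and 43 probes, the share within 2-fold of Group C was 85.3%, and 3 pain probes of Tables 6 and 7 passed. The direction was reversed for the TLR, NFkB, IRF and MAPK set in Group D vs Group M (camera value 0.554) and in Group D vs Group C (0.414) and for the cytokine and chemokine set in Group D vs Group C (0.553).

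The normexp correction left 18 of 35 values unchanged. By the criterion of the methods it gave 312, 317 and 32 probes in Group M vs Group C, Group D vs Group M and Group D vs Group C, by limma 64 in Group D vs Group M, overlaps of 130 and 42, a share of 95.5%, and 7 and 5 pain probes in Tables 4 and 5 and in Tables 6 and 7. Its offset of 50 shrinks differences of dim probes by construction. Probes at least 2-fold from Group C were 83, 474, 131 and 193 in C1 to C4, 869, 1859 and 921 in M5, M7 and M8 and 1606 in D12. The filter on dim probes, under which fewer probes are tested, gave 160 probes by limma in Group D vs Group M and 258, 857, 351 and 534 probes in C1 to C4.

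The replicate numbers do not pair the rats. Between rats of the same number, 1 of 10 pairs had a correlation above 0.1 of the values left after the group means (range -0.559 to 0.126, median -0.074). With that number as a block, 11 of 23 values were unchanged. Limma then gave 1 probe and 1231 at an unadjusted p of 0.01 in Group M vs Group C, with 338 by the criterion of the methods, and 1, 1171 and 369 in Group D vs Group M. Between Groups D and C it gave 0, the overlaps were 82 and 41, the share 89.6%, and 9 and 8 pain probes passed. The block takes degrees of freedom for pairs that the values do not show.

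Array weights raised the counts by limma to 2106 probes (7669 at an unadjusted p of 0.01) in Group M vs Group C, to 2096 (6575) in Group D vs Group M and to 652 at an unadjusted p of 0.01 in Group D vs Group C. M6 received the lowest weight, 0.368, and M8 the highest, 4.65. With the 2 compared groups alone in the model limma gave 23, 12 and 0 probes, with fewer arrays behind the spread by construction. The criterion of the methods in place of limma gave 707, 805 and 111 probes, and 1, 1 and 0 after adjustment. An unadjusted p of 0.05 by limma with a 2-fold change gave 1240, 1557 and 229, and an adjusted p without fold threshold 63, 49 and 2 in place of the counts at an unadjusted p of 0.01. In their place, an unadjusted p of 0.05 without fold threshold gave 6898, 6567 and 1816. Where limma's adjusted test was asked in both comparisons the overlaps were 11 and 6 and the share 82.4%. Under fry 5 of 9 set tests stayed on their side of the threshold. Antigen presentation in Group M vs Group C (0.0959) and in Group D vs Group C (0.220) and the cytokine and chemokine set in Group M vs Group C (0.0242) and in Group D vs Group M (0.00704), all before adjustment, were no longer past it after adjustment.

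With the B cell list as a covariate, 2 of 14 values were unchanged. Limma gave 5, 1 and 0 probes in Group M vs Group C, Group D vs Group M and Group D vs Group C, and 893 and 603 at an unadjusted p of 0.01 in the first 2. By the criterion of the methods there were 278 and 234, the overlaps were 73 and 21, the share 86.0%, and 7 and 3 pain probes passed. The list follows the groups in part, so that the covariate also removes differences between them.

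Leaving out 1 rat at a time moved Group M vs Group C between 4 and 1778 probes by limma, 1228 and 5355 at an unadjusted p of 0.01, and 350 and 1775 by the criterion of the methods. For Group D vs Group M these were 1 to 1978, 1344 to 5151 and 427 to 2026, and for Group D vs Group C 0 to 12, 283 to 520 and 99 to 129. The highest values of the first 6 ranges came without M6, and the lowest without C1, M8 and M7 and without D10, M8 and M7. The overlaps ranged from 108 to 875 and from 39 to 433, the share from 88.0% to 96.0%, and the pain probes from 9 to 19 in Tables 4 and 5 and from 9 to 19 in Tables 6 and 7. Camera's values before adjustment lay between 0.336 and 0.920 (TLR, NFkB, IRF and MAPK), 4.70e-07 and 0.00152 (antigen presentation) and 5.05e-08 and 7.68e-05 (cytokines and chemokines) in Group M vs Group C. In Group D vs Group M they were 0.187 to 0.654, 0.0141 to 0.756 and 7.41e-10 to 4.48e-06, and in Group D vs Group C 0.0307 to 0.609, 1.15e-12 to 0.0242 and 0.00785 to 0.623, in the same order. The direction of the first set in Group M vs Group C reversed without C4 (0.920) and without M7 (0.837), and that of antigen presentation in Group D vs Group M without D9 (0.364).

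Of 68 values of single genes, none changed direction under any alternative that gave it a value. On all 12 arrays 22 lost their adjusted p of at most 0.05, and under array weights and without M6, 45 and 44 gained one. Signal over background limits the dim genes. OPRL1 and MRGPRG in every array of Group C and IL6 in all but 1 array of Groups C and M were at background. Their differences thus carry no fold, a bound or, for IL6, a ratio that is no firm bound. A model with the slide as a block was not run, because each group lies on 1 slide and the slide is given by the groups.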

Differences from the paper's values

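The alternatives named in this part were set before the data were examined, apart from the unadjusted p of 0.05, a test chosen after the result was seen. In the global analysis, 2431 probes differed between Group M and Group C, 1097 higher and 1334 lower, where the paper's values are 8678, 4039 and 4639. Between Group D and Group M 2375 probes differed, 1308 higher and 1067 lower, where the paper's are 9270, 4903 and 4367. For both, array weights alone of 22 alternatives came within 1.5 times the paper's values, with 7669 probes (3680 and 3989) and 6575 probes (3272 and 3303), and the other 21 did not, among them all 12 arrays, each background, scaling and filter, the replicate block, an adjusted p of 0.05 and each rat left out. The counts of the 22 ranged from 63 to 7669 and from 49 to 6575, and without M6 the counts were 5355 and 5151. Between Group D and Group C 426 probes differed and 1857 is the paper's value. None of the 22 alternatives came within 1.5 times of it (2 to 652), and 283 differed without D9. An unadjusted p of at most 0.05 by limma, chosen after seeing the values and not the 0.01 that Figure 2 prints, gave 6898 probes (2995 higher and 3903 lower), 6567 (3577 and 2990) and 1816 in the 3 comparisons, all within 1.5 times the paper's values.

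Past the criterion of the methods, 15 probes were higher in Group D than in both other groups, and the paper's value is 26. Of 20 alternatives 8 came within 1.5 times of it, namely quantile normalization (25), the shift to the median (24), the authors' matrix (25), and leaving out C1 (19), C4 (23), D9 (30), D10 (20) or D11 (29). The other 12 did not, which are all 12 arrays, normexp, outlier spots kept, the filter on dim probes, means of linear signals, the replicate block, and leaving out C2, C3, M5, M6, M7 or M8. The lowest of all was 2, under normexp.

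The paper lists CNR1 and IAPP among the genes that rose in Group D vs Group M, and here both stayed just below 2-fold. Both passed under quantile normalization, the shift to the median and the authors' matrix, under which all 8 genes of Table 6 did, and without M6, where 7 of the 8 did. IAPP also passed without D10, without D11 and with the replicate block, and CNR1 without D9. The paper's real-time PCR, not analysed here, also gave CNR1 as higher in Group D than in Group M. SLC1A2, which the paper lists among the genes that fell, did not pass here, and passed with the authors' matrix, without M6 and without M7.

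The paper states that VSL#3 lowered several genes of antigen presentation. Here 30 of 57 such genes were lower and 27 higher in Group D vs Group M, and 0 passed the criterion of the methods, where 8 had an unadjusted p of at most 0.05 by limma. The paper states that components of the NFkB, IRF and MAPK cascades changed in NMS rats and were restored. Of the 61 genes of the set of these families and the TLR, Tlr3, Irf4 and Ripk3 passed the criterion of the methods in Group M vs Group C, none of them an NFkB or MAPK gene, and Irf4 was the one to pass it in the opposite direction in Group D vs Group M.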

Other observations

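Set beforehand were the splits of the rats of 2 groups, the simulated experiments that share Group M and the marker lists in each comparison. The tests of the slide, the array row, the brightness, the RT1 region, the background of OPRL1, the mast cell list and the pancreas list were chosen after the result was seen, as were the splits into 3 groups, the use of the simulated experiments for Group D vs Group C and of the share with an opposite call and of equal numbers of probes to judge the overlaps.

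When the 8 rats of Groups M and C were divided in every other way into groups of 4, the counts by limma, by the criterion of the methods and at an unadjusted p of 0.01 were as large as the real ones in 2, 2 and 2 of 35 splits, the real split included, so that chance cannot be excluded. The other split put M6 with C1, C3 and C4 and C2 with M5, M7 and M8, and gave 1633, 1658 and 5437 probes. For Group D vs Group M, it was 2, 2 and 2 of 35 splits, where the other one set M5, M7 and M8 against M6 and Group D, and chance cannot be excluded either. In Group D vs Group C, no other split was as large as the real one by the criterion of the methods (1 of 35) and at an unadjusted p of 0.01 (1 of 35), which by the splits alone would exclude chance, and for the 2 probes by limma it was 3 of 35, which would not. Of the simulated experiments without any difference, 1 of 100 had at least 707 probes by the criterion of the methods in Group M vs Group C, 0 of 100 at least 805 in Group D vs Group M and 15 of 100 at least 111 in Group D vs Group C. These go against chance for the first 2 counts and not for the third, where the splits do the opposite, so that chance stays open for all 3.

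Of 100 splits of the 11 rats into 3 groups of these sizes, the real one included, 1 and 1 had overlaps as large as 234 and 122 probes. By these splits chance can be excluded for both overlaps, although the highest of the others, with M5, M7 and M8 together, came to 225 and 108, and no drawn split had C2 in the place of M6. For the probes higher or lower in Group D than in Groups M and C it was 16 and 11 of 100, where chance cannot be excluded, and for those higher or lower in Groups M and D than in Group C 2 and 7 of 100, where it can be for the 21 higher and cannot be for the 10 lower ones. An effect of VSL#3 on the overlaps cannot be told apart from the sharing of Group M by both comparisons. In the simulated experiments the overlaps were at most 54 and 44 probes, against 234 and 122, and the share of probes with an opposite call in Group D, 50.4% here, was at most 29.3% in the 11 experiments that called at least 200 probes, which both go against sharing, as do the splits into 3 groups, whose comparisons share a group in the same way. That share was as large in 12 of all 72 with a call, where these 12 called fewer than 200 probes each, and the share within 2-fold of Group C in 25 of 72. Some of these 25 called 1 probe, so that they say little on the share here. At equal numbers of probes, those with the lowest p by limma, the overlaps were 136 and 121 probes here and as large in 15 and 20 of 100, which keeps the question open.

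The difference between Group M and Group C could in part come from the content of cells in the pieces of colon, since 2 marker lists moved as a set under both camera and fry. These were mast cells (7 genes, median log2 difference 1.14, adjusted p = 5.57e-04 by camera, higher in 4 of 4 rats of Group M than in any of Group C) and plasma cells (6 genes, 0.72, adjusted p = 0.00304, likewise in 4 of 4 rats). Under camera alone, with the median and the adjusted p in this order, neutrophils (1.74, adjusted p = 0.00808), macrophages (0.37, 0.0285), B cells (2.49, 0.0499) and proliferation (1.39, 0.00447) were higher. Between Groups D and M 2 lists moved under both tests, plasma cells (-0.79, adjusted p = 6.68e-04) and macrophages (-0.51, adjusted p = 9.41e-05), both lower in D9, D10 and D11 than in any rat of Group M, and under camera alone colonocytes were higher (0.35, 0.0460) and neutrophils (-1.74, 0.0400), T cells (-1.27, 0.0135), B cells (-3.24, 0.0264) and proliferation (-1.37, 0.00593) lower. In Group D vs Group C, mast cells moved under both (1.05, adjusted p = 2.33e-06), and under camera alone colonocytes (0.16, 0.00982), macrophages (-0.25, 0.00304), enteric neurons (0.30, 0.0241), adipocytes (-0.56, 0.0141) and mesothelium (-0.73, 0.0168). Lists of smooth muscle, goblet cells, enteroendocrine cells, fibroblasts, endothelium, enteric glia, skeletal muscle, squamous epithelium, Hox genes of the distal colon, and immediate early and heat shock genes moved under neither test in any of the 3 comparisons. With all 12 arrays, mast cells alone still moved under both tests in Group M vs Group C. Plasma cells then did so under camera alone (adjusted p = 0.150 by fry). In Group D vs Group M no list then passed both, with adjusted p values by fry of 0.150 for plasma cells and 0.231 for macrophages. Rat D12 lay at 0.512 for plasma cells, within the range of Group M, and at 0.165 for macrophages, above M6 alone of that group. The most abundant genes were Sdc1 for plasma cells, with mean log2 signals of 3.12, 4.12 and 3.52 in Groups C, M and D, and Lyz2 for macrophages, with 3.85, 4.95 and 3.32. All 6 and all 10 genes of these lists were well above background on every array of Group C, and none is in another list or in the paper's tables. A cell content that chance in cutting the pieces gave, and one that NMS and VSL#3 brought about, cannot be told apart on these arrays.

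The slide and its scan are argued against as the whole cause of the difference between Group D and Group M, because Groups D and C also lie on different slides and differed at 111 probes by the criterion of the methods, against 805. For those 111 probes between Groups D and C the slide cannot be told apart from the group, since every array of Group D is on the second slide. The array row cannot be told apart from the group for the difference between Group M and Group C either. Group M alone lies on the second array row, and 92.8% of the probes changed in Group M vs Group C were within 2-fold of Group C in Group D, which lies on the row of Group C, as they would be with a row effect and also with a return by VSL#3. Rat D12, on the row of Group C, was within 2-fold at 30.4% of these probes and M6, on the second row, at 71.4%, which goes against a row effect as the whole cause, but these are single rats whose labels stay open. The same confounding holds for Group D vs Group M. Brightness is argued against, since the 75th percentiles of Groups M and C overlapped (exact permutation p = 0.771, where the smallest possible is 0.0286). An effect of NMS stays open beside the array row and beside a difference between litters, which was not tested.

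Between Groups M and C, 32 probes separated all rats by a log2 gap of at least 1, 22 higher and 10 lower in Group M, where chance sets 2.86% of probes apart by any gap. They were singled out after their values were seen. Of these, 4 lie in or near the RT1 region of chromosome 20 (from 37900 to 5059963), of LOC683761, Btnl8, RT1-Ba and RT1-Bb, and another, of Rt1.aa, has no position in the files and was placed there by its name. At all 5, D10 and D11 lay with Group M and D9 and D12 with Group C, and at 0 of the other 27. Drawn at random from the 32, 5 probes share one division of the rats of Group D, whichever it is, with a chance of 6.31e-04, across probes that are not independent, since neighbouring genes can also change together. For RT1-Bb, 1 probe from 4730533 to 4730583 had -8.51 ± 0.41 (SD, n = 4) in Group C, at background in all, so that no fold is given, and 3.00 ± 1.02 (SD, n = 4) in Group M, well above background in all, and D9 to D12 had -6.09, 1.91, 1.93 and -8.20. A second probe of the gene, from 4732187 to 4732246, differed by 0.17 (standard error 0.35, adjusted p = 0.823). A variant of strain or litter in this region, read by some probes and not by others, may thus separate the rats, and the litters of the rats are not known here. An effect of NMS on these genes stays open, although D9 and D12 had NMS too. The higher level of the 57 antigen presentation genes in Group M vs Group C was carried by the 44 RT1 genes (camera value 7.40e-05), and the 8 genes outside chromosome 20 gave 0.831. In Group D vs Group C, RT1 genes were higher (30 of 44, 5.11e-07) and the 8 others lower (1 higher, 7 lower, median -0.17, 0.0250), and in Group D vs Group M 24 of the 44 were higher (0.704) and 2 of the 8 (median -0.43, 0.0898), all before adjustment. With 8 genes a variant cannot be told apart from a rise of antigen presentation.

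OPRL1 was higher in Group D than in Groups M and C at background level. A background of the second slide is argued against, because the 5934 probes not well above background on any array had a median log2 difference of -0.014 between Group D and the other groups, and 4 had all 4 rats of Group D highest, against 12.0 by chance. No test here says whether this probe reads OPRL1, and a rise with VSL#3 stays open.

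The mast cell list was at log2 0.93 to 1.40 in the 4 rats of Group M and at 0.61 to 1.17 in the 4 rats of Group D, against -0.13 to 0.38 in Group C. Argued against are the array row, since Group D on the row of Group C was 1.05 above it, the slide, since Group M on the slide of Group C was 1.14 above it, and a lower share of colonocytes, since no smooth muscle, fibroblast, endothelium or enteric neuron list exceeded 0.363 on an array of Groups M and D. Mcpt1, the most abundant gene of the list, had mean log2 signals of -1.24, -0.10 and 0.34 in Groups C, M and D and Cpa3 -2.41, -1.29 and -1.66, while Kit fell from -2.94 to -3.43 in Group M. Tpsab1, with the largest rise, had -5.50, -2.12 and -5.38, and so returned in Group D. Of the 7 genes 6 were well above background on every array of Group C, and none is in another list or in the paper's tables. More mast cells, or a higher expression of their genes, in rats with NMS may explain it. Whether VSL#3 changed the list was not shown (median log2 difference -0.30 in Group D vs Group M, 4 of 7 genes lower, adjusted p = 0.779). This is a hypothesis found and tested on the same arrays. An effect of array row and slide together was not tested.

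Also among the 32 probes, those of the trypsins Prss3 and Try10 on chromosome 4 were higher in all rats of Group M and in D9, D11 and D12 than in Group C and D10. Carry-over of pancreas is argued against, as the 13 genes of a pancreas list had a median log2 difference of -0.0192 in Group M vs Group C, with 4 of them not above background on any array. A variant or an effect of NMS stays open, and neither was tested for these probes. Lower in Group M at 2 probes was Adh4, and Nat8f5, Cml3, Mrps10 and Nlrp5 separated the groups too, with no explanation tested.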
